# Transcriptomic and metabolic analyses revealed the modulatory effect of vernalization on glucosinolate metabolism in radish (*Raphanus sativus* L.)

**DOI:** 10.1038/s41598-021-03557-5

**Published:** 2021-12-15

**Authors:** Adji Baskoro Dwi Nugroho, Sang Woo Lee, Aditya Nurmalita Pervitasari, Heewon Moon, Dasom Choi, Jongkee Kim, Dong-Hwan Kim

**Keywords:** Molecular biology, Plant sciences

## Abstract

Vernalization is the process by which long-term cold like winter triggers transition to flowering in plants. Many biennial and perennial plants including *Brassicaceae* family plants require vernalization for floral transition. Not only floral transition, but dynamic physiological and metabolic changes might also take place during vernalization. However, vernalization-mediated metabolic change is merely investigated so far. One of secondary metabolites found in *Brassiceceae* family plants is glucosinolates (GSLs). GSLs provides defense against pathogens and herbivores attack in plants and also exhibits inhibitory activity against human cancer cell. Profiles of GSLs are highly modulated by different environmental stresses in *Brassciaceae* family plants. To grasp the effect of vernalization on GSLs metabolic dynamics in radish (*Raphanus sativus* L.), we performed transcriptomic and metabolic analysis during vernalization in radish. Through transcriptome analysis, we found many GSLs metabolic genes were significantly down-regulated by vernalization in radish plants. Ultra-High Performance Liquid Chromatography analysis also revealed that GSLs compounds were substantially reduced in vernalized radish samples compared to non-vernalized radish samples. Furthermore, we found that repressive histone modification (i.e. H3K27me3) is involved in the modulation of GSLs metabolism via epigenetic suppression of *Glucoraphasatin Synthase 1* (*GRS1*) during vernalization in radish. This study revealed that GSLs metabolism is modulated by vernalization, suggestive of a newly identified target of vernalization in radish.

## Introduction

Plants, as sessile organisms, adapt to constantly changing environmental conditions by adjusting their growth and developmental programs^1^. Under biotic (herbivore and pathogen) and abiotic (salt, heat, and wounding) stress conditions, plants cope by regulating several metabolic processes and pathways^2^. For instance, plants synthesize several defensive compounds such as alkaloids, benzoxanoids, terpenoids, and glucosinolates (GSLs)^3^ to cope with stress and harsh environmental conditions. Among these secondary metabolites, GSLs and their hydrolyzed products, which are mainly found in plants of family Brassicaceae, including radish, play a defensive role against diverse stresses. Additionally, GSLs have attracted considerable research attention because of their anticarcinogenic activity against human cancer cells^4–6^. Based on their amino acid precursors, GSLs can be classified into three groups: aliphatic, indolic, and aromatic GSLs. Aliphatic GSLs are derived from alanine, leucine, isoleucine, valine, and methionine, whereas indolic and aromatic GSLs are derived from tryptophan and phenylalanine or tyrosine, respectively^7^.

Among plants of family *Brassicaceae*, radish (*Raphanus sativus* L.) is particularly important because of its edible tuberous root vegetable, which is consumed globally. Additionally, radish is a rich source of aliphatic GSLs^8^, particularly glucoraphasatin (GRH), which accounts for approximately 60–90% of aliphatic GSLs in radish^9,10^. Therefore, studies have examined the biosynthesis of GRH in radish. Recent findings have shown that GRH biosynthesis mainly occurs in the leaf tissue of radish, but are translocated to the root^11,12^. Glucoraphasatin synthase 1 (*RsGRS1*) gene, which encodes 2-oxoglutarate-dependent dioxygenase, regulates the conversion of glucoerucin (GER) to GRH through dehydrogenation activity (Fig. 1)^12^. The transcript level of *GRS1* was highly detected in the leaf tissue compared to the other tissues of radish^11,12^. The expression of *RsGRS1* increases during the vegetative stage in radish, but decreases after the plant has attained the reproductive stage, as evidenced by the lower concentration of GRH in reproductive tissues such as flower and pod compared with that of vegetative tissues. Further conversion of GRH to glucoraphenin (GRE) is catalyzed by a subgroup of flavin-containing monooxygenase family proteins referred to as FMOgs-OXs (Fig. 1).

**Figure 1:**
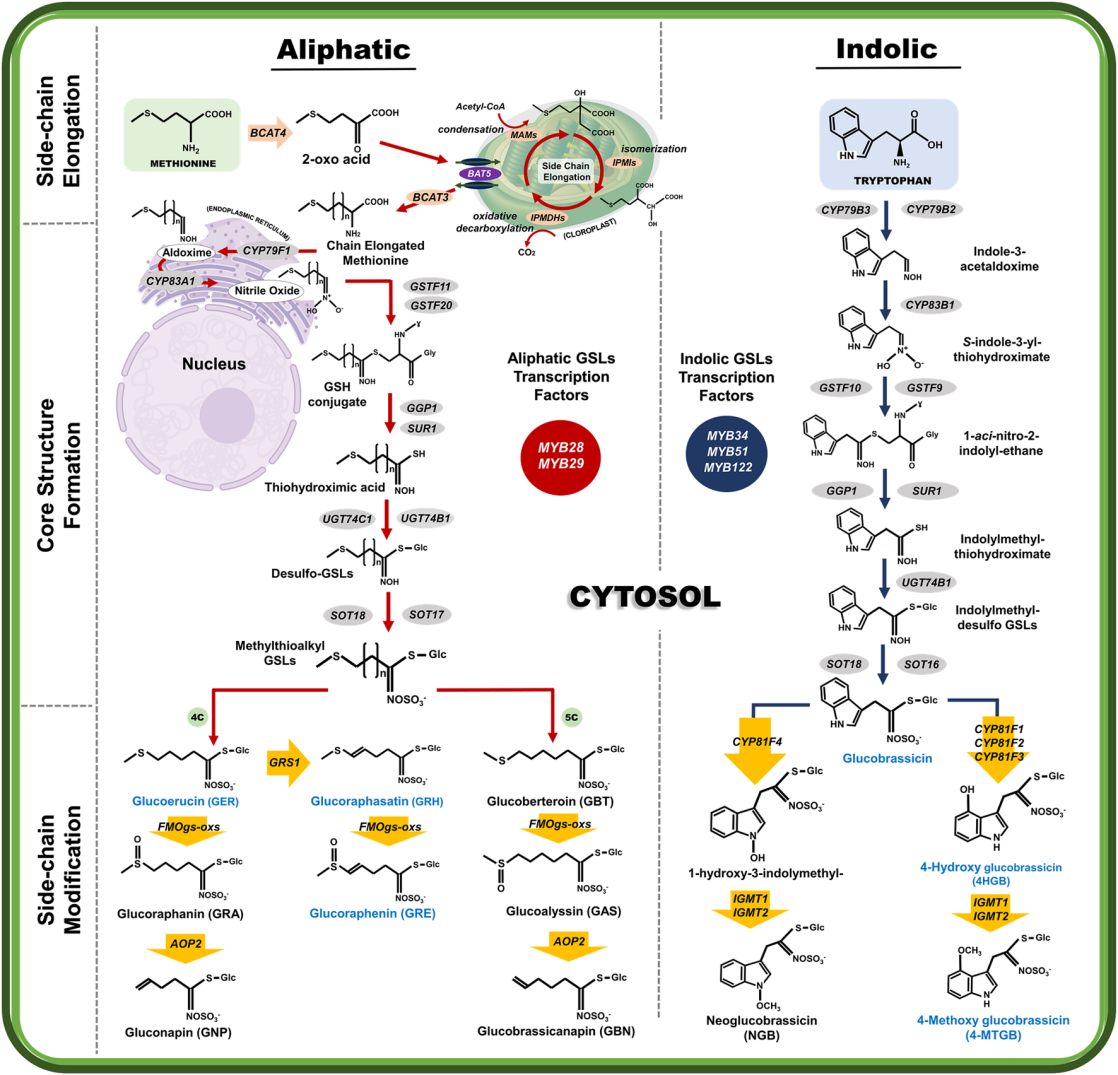
Schematic pathways of aliphatic and indole GSLs biosynthesis in plants of family *Brassica* as well as in *R. sativus*. Green and blue arrows represent pathways for aliphatic and indolic GSLs biosynthesis, respectively. GSLs detected in this study are presented with blue color, whereas undetected GSLs are indicated with black color.

Under prolonged cold conditions, such as winter, there is an accelerated developmental shift from vegetative stage to reproductive stage in biennial and perennial plants, and this phenomenon is termed vernalization. Many Brassicaceae family plants, including cabbage, broccoli, rapeseed, and radish require vernalization for floral transition^13,14^. Vernalization not only improves flowering but also cause physiological and metabolic changes in plants. In a previous study, vernalization modulated the expression of many metabolic genes in *Arabidopsis* model plant^15^. Since it is already established that environmental stimuli such as drought and high temperatures can influence the production of GSLs metabolites^16^, vernalization also might affect the biosynthesis of GSLs metabolism in many Brassicaceae family plants. However, studies are yet to examine the effect of vernalization in the biosynthesis of GSLs in radish. Therefore, the aim of this study was to examine the effect of vernalization on the biosynthesis of aliphatic and indolic GSLs in radish. The aliphatic and indolic GSLs contents of the leaves and roots of radish were examined by high-performance liquid chromatography (HPLC). Additionally, the genetic mechanism underlying GSLs biosynthesis was examined using RNA sequencing technology.

## Results

### GSLs profiles of non-vernalized and vernalized radish

In the present study, the GSLs content and profiles of vernalized and non-vernalized radish were examined (Fig. 2A). Overall, the seedlings were sampled for analysis at 2 and 4 weeks of age (before vernalization treatments), 6 and 8 weeks of age (during vernalization treatment), and 10 and 12 weeks of age (after vernalization treatment). For the vernalization treatment group, 4-week-old seedlings were exposed to cold (4 °C) for 4 weeks and then returned to warm temperature (22 °C) for 4 weeks (Fig. 2A). Seedlings in the non-vernalized control group were not exposed to cold temperature. GSLs profile analysis of vernalized and non-vernalized seedlings by U-HPLC identified seven GSLs, among which four were aliphatic (GER, PGT, GRE, and GRH), while three were indolic (4-HGB, GBS, and 4-MTGB) (Supplementary Fig. S2).

**Figure 2:**
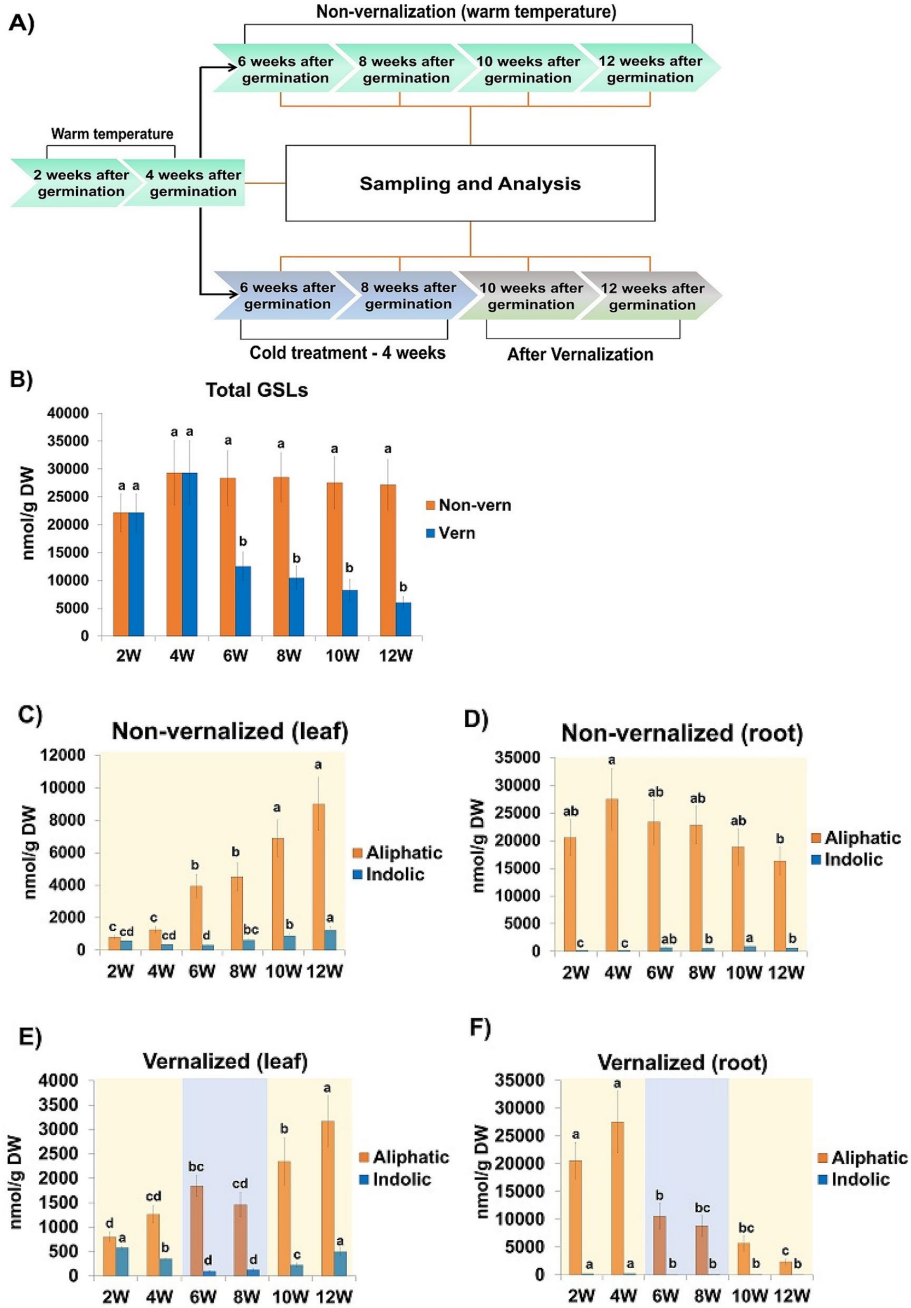
Aliphatic and indolic GSLs content of vernalized and non-vernalized *R. sativus* during vegetative growth. (**A**) Schematics of the study process. For vernalization treatment, 4-week-old plants were transferred to cold room and grown for 4 weeks (6- and 8-week stages) and transferred back to the ambient temperature (22 °C) for additional 4 weeks (10- and 12-week stages). In contrast. non-vernalized plants were grown under ambient temperature conditions throughout the experimental period. (**B**) Total GSLs content of non-vernalized (orange) and vernalized (blue) plant along different time points (**C**) Total aliphatic and indolic GSLs content of the leaves of non-vernalized plants. (**D**) Total aliphatic and indolic GSLs content of the roots of non-vernalized plants. (**E**) Total aliphatic and indolic GSLs content of the leaves of vernalized plants. (**F**) Total aliphatic and indolic GSLs content of the roots of vernalized plants. Data were presented as mean ± standard deviation (SD) (n = 3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

### Total GSLs content of the leaf and root along different time points

Furthermore, the total GSLs (aliphatic + indolic GSLs) content of non-vernalized and vernalized plants was examined at six time points (Fig. 2B). The GSLs content of non-vernalized seedlings was not significantly different at the time points examined (2, 4, 6, 8, 10, and 12 weeks). In contrast, vernalization significantly decreased the GSLs content of seedlings in the vernalization treatment group. Additionally, the GSLs content of the roots and leaves of vernalized and non-vernalized seedlings was examined. Results showed that the total GSLs content (aliphatic + indolic GSLs) of the leaves of non-vernalized seedlings exhibited an increasing trend with plant age (2–12 week) (Supplementary Fig. S2A). However, although the GSLs content of the leaves of seedlings in the vernalization treatment group significantly increased after vernalization (6 weeks), the increase was not as evident as that of the leaves of non-vernalized plants (Supplementary Fig. S2A). Regarding the root tissue, there was no significant difference in the GSLs content of the roots of non-vernalized plants along the time points (Supplementary Fig. S2B). In contrast, vernalization significantly reduced the root GSLs content of the plants. These results indicated that vernalization reduced GSLs biosynthesis in radish.

### Aliphatic and indolic GSLs profiles of radish leaf and root along time points

In the present study, the aliphatic and indolic GSLs contents of the leaves and roots of vernalized and non-vernalized plants were examined. The aliphatic GSLs content of both the leaves and roots of vernalized and non-vernalized plants was considerably higher than the indolic GSLs content (Fig. 2C–F). At 2 weeks old, the aliphatic GSLs content of the root (198.60 nmol/g) of non-vernalized plants was approximately 103.5-fold higher than the indolic GSLs content (20,563.28 nmol/g) (Fig. 2D). Additionally, the aliphatic GSLs content of the roots was significantly higher than that of the leaves in both non-vernalized and vernalized plants. Overall, these results indicated that the GSLs content of the roots of radish was higher than that of the leaves, and that aliphatic GSLs constituted the highest proportion of GSLs in both the leaves and roots of radish.

### Vernalization decreases the total GSLs content of radish

Compared with non-vernalized plants, there was a significant decrease in the total GSLs content of the leaves and roots of vernalized plants (Fig. 2B). Although vernalization decreased the total GSLs content of the roots and leaves, it had varying effects on the aliphatic and indolic GSLs content of the leaves and roots. The aliphatic GSLs content of the leaves of vernalized plants significantly increased along the time points, whereas the indolic acid content exhibited a quadratic pattern, with the lowest levels obtained at 6 and 8 weeks of age, then increasing afterwards (Fig. 2E). In contrast, the aliphatic GSLs content of the roots of vernalized plants decreased significantly along the time points, with the lowest value obtained at 12 weeks of age (Fig. 2F).

### Vernalization decreases the glucoraphasatin (GRH) content of radish

Since aliphatic GSLs accounted for a major proportion of GSLs in radish, we examined the aliphatic GSLs profile of the seedling. Among four aliphatic GSLs compounds detected, glucoraphasatin (GRH) constituted the largest proportion of aliphatic GSLs. GRH accounted for approximately 72–94% of aliphatic GSLs in the roots and leaves of both vernalized and non-vernalized plants. Although GRH constituted a large proportion of aliphatic GSLs in the leaves and roots of both vernalized and non-vernalized plants at the time points examined, there was a decrease in their proportion at 8, 10, and 12 weeks (Fig. 3A,B). Overall, the GRH content of the leaves of non-vernalized plants was higher than that of vernalized plants at all time points. In contrast, vernalization increased the GRE content of the leaves, but decreased the GRE content of the roots of the seedlings. Additionally, the GRE content of the roots of non-vernalized seedlings was higher than that of vernalized seedling at 10 and 12 weeks. These results indicated that although vernalization reduced the total aliphatic GSLs content of radish, it increased the GRE content.

**Figure 3:**
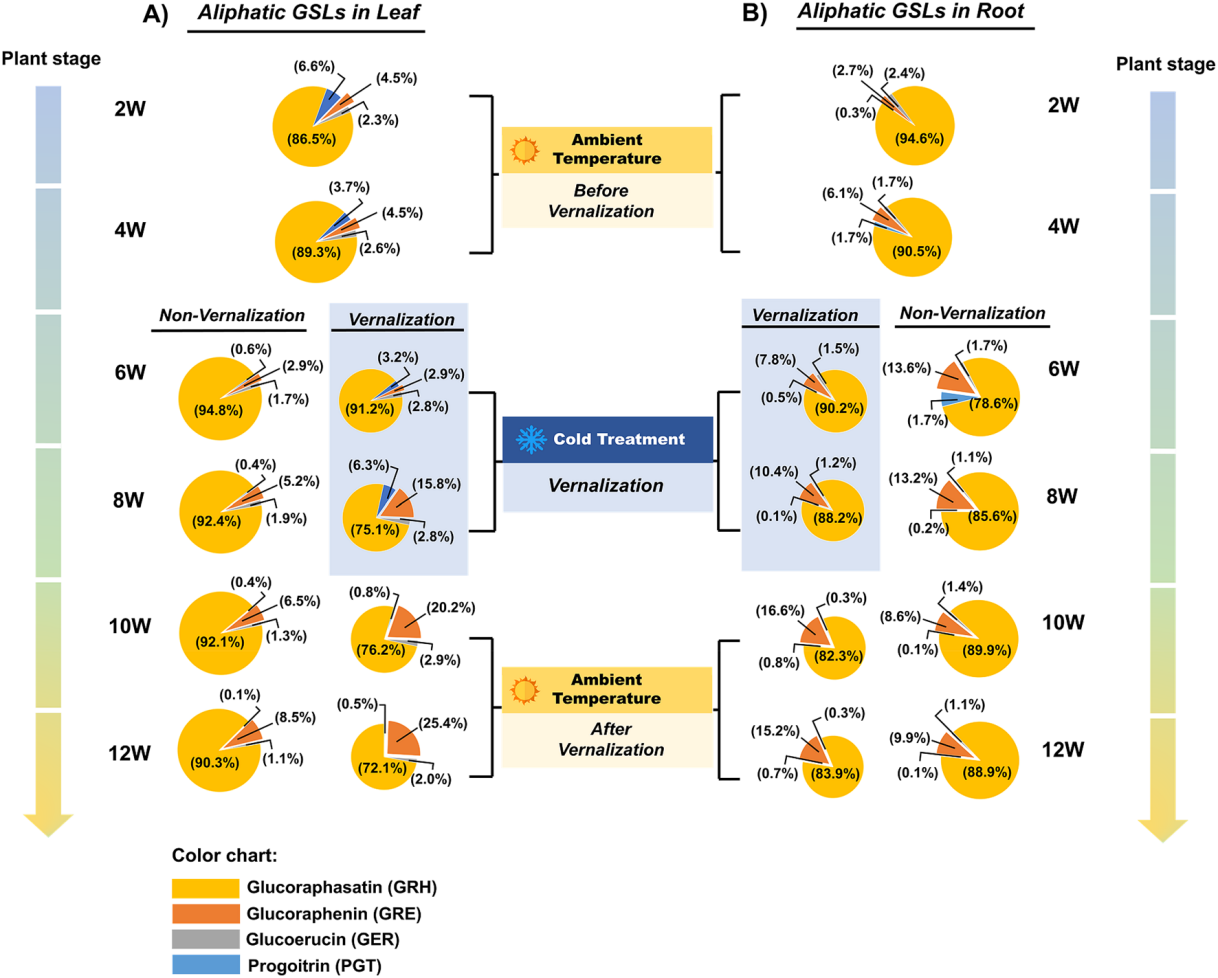
The aliphatic GSLs content and profiles of the leaves (**A**) and roots (**B**) of vernalized and non-vernalized *R. sativus*. The smaller size of pie-graph for the vernalization group indicated lower total aliphatic GSLs content compared with the non-vernalization group. Data were presented as mean ± standard deviation (SD) (n = 3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05). *PGT* Progoitrin, *GRE* Glucoraphenin, *GER* Glucoerucin, *GRH* Glucoraphasatin.

### Indolic GSLs content of non-vernalized and vernalized plants

The indolic GSLs content of the leaves of non-vernalized and vernalized plants exhibited a quadratic pattern along the time points, with the lowest values obtained at 6 weeks, and increasing afterwards. However, the indolic GSLs content of the leaves of non-vernalized plants was higher than that of vernalized plants at all time points (Supplementary Fig. S3A and S3B), indicating that vernalization decreased the indolic GSLs content of the leaves. Additionally, the indolic GSLs content of the roots of non-vernalized plants increased along the time points, whereas that of the roots of vernalized plant decreased along the time points. The reduction of indolic GSLs content by vernalization was more evident in the roots. These results indicated that the indolic GSLs content of radish increased with age.

### Indolic GSLs content of the leaf and root of radish

The indolic GSLs profiles of the roots and leaves of vernalized and non-vernalized seedlings were examined. There were significant differences in the indolic GSLs profiles of the leaves and roots of vernalized and non-vernalized plants. GBS constituted the largest proportion (72.9–92.9%) of indolic GSLs in the leaves of both vernalized and non-vernalized seedlings, followed by 4-MTGB and 4-HGB (Fig. 4A). In contrast, the indolic GSLs profile of the roots of vernalized seedlings was dynamic, with vary proportions of the three GSLs at different time points. However, 4-HGB constituted the largest proportion of indolic GSLs in the roots of non-vernalized seedlings (Fig. 4B).

**Figure 4:**
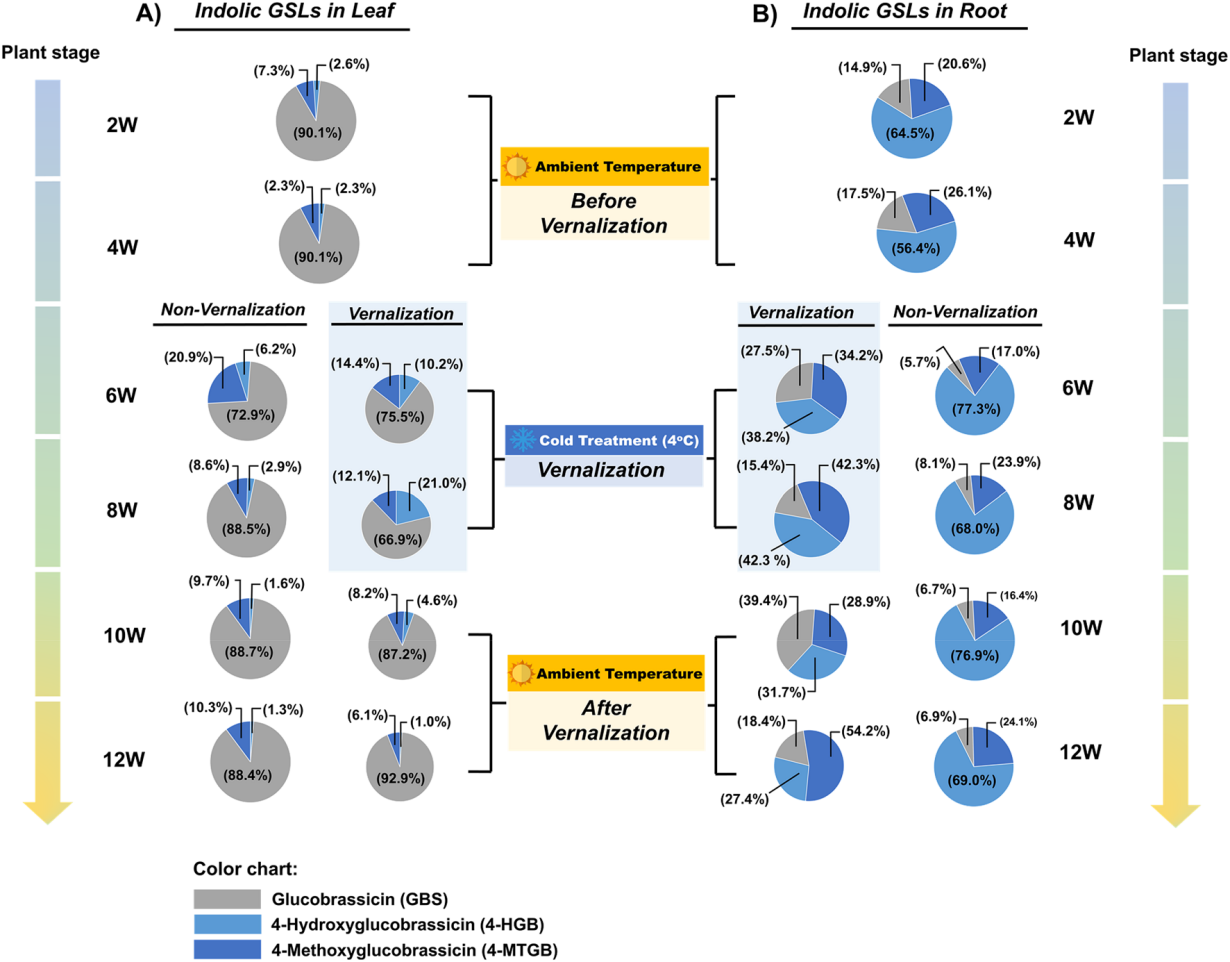
The indolic GSLs content and profiles of the leaves (**A**) and roots (**B**) of vernalized and non-vernalized *R. sativus*. The smaller size of pie-graph for the vernalization group indicated lower total indolic GSLs content compared with the non-vernalization group. Data were presented as mean ± standard deviation (SD) (n = 3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05). *GBS* Glucobrassicin, *4-HGB* 4-Hydroxyglucobrassicin, *4-MTGB* 4-Methoxyglucobrassicin.

### Illumina sequencing and mapping to radish reference genome

Furthermore, the transcriptomes of the leaves and roots of radish were examined at three time points: BV (before-vernalized), V (during vernalized), and AV (after-vernalized). Three biological replicates were used for each time point, making a total of nine RNA-sequencing libraries. 

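RNA was sequenced from plants that were 4 weeks old (BV), 8 weeks old after 4 weeks at 4 °C (V), and 10 weeks old after 2 further weeks in the greenhouse (AV). Plant age therefore increased with each time point, and no non-vernalized plants of 8 or 10 weeks were among the libraries analysed here. The authors aligned trimmed reads of stranded mRNA libraries with Tophat2 and deposited the reads that HTSeq-count assigned to each gene as raw counts, without normalization. HTSeq-count leaves out reads that align to several places, so that close homologs can lose reads. Each library lists 64657 genes by their RSG identifiers, which the files do not pair with symbols or positions; the symbols of GSLs genes are those of Supplementary Table S1. Between 21119531 and 27606212 reads per library were counted on genes. The detection floor of 3 counts was equal to 0.109 to 0.142 CPM (counts scaled to a common number of reads per library) in these libraries, and it covers counting error only. The counts of AV replicates 2 and 3 were equal for 98.7% of the 27930 genes with at least 40 counts in the pair, whereas any other pair of libraries had equal counts for 0.359% to 0.899% of its genes. If both libraries had been drawn independently from the same RNA, 2.01% of the genes would have equal counts by sampling noise alone. The pair was therefore averaged and counted as 1 library, which leaves 8 libraries and n = 2 for AV, and this choice was made after seeing the data. The median number of counts on genes was then 25452551 in BV (n = 3), 22231771 in V (n = 3), and 25875967 in AV (n = 2). Counts were normalized by edgeR's TMM method, and all 8 libraries were fitted together for the 32043 genes that edgeR's filterByExpr kept. Genes were called differentially expressed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1, because the paper's text names edgeR without a test or threshold and Supplementary Fig. S5B draws lines at a log2 fold change of 1 and -1. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic.

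**Figure D1:**
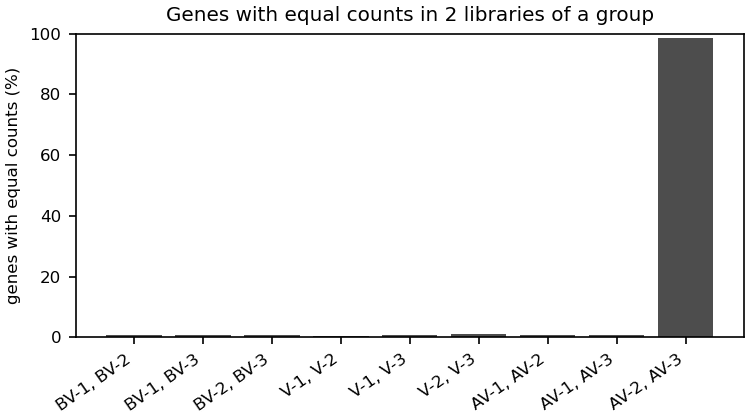
Percentage of genes with equal counts (y axis) in each pair of libraries of the same time point (x axis), over the genes with at least 40 counts in the pair. The bar of AV replicates 2 and 3 reaches 98.7%, and the bars of the other pairs stay below 1%.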

Total reads and mapped reads on the radish reference genome (http://www.nodai-genome-d.org/) are shown in Supplementary Table S3. Multi-dimensional scaling (MDS) plot of the nine RNA-seq reads showed that samples of the same treatment clustered together, validating the RNA-seq data (Supplementary Fig. S4A).

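Distances between libraries were computed as in edgeR's MDS plot, as leading log2 fold changes over the 500 genes that differ most in each pair, from log2 CPM with a prior count of 2. The largest distance between libraries of the same time point was 2.39, and the smallest distance between libraries of different time points was 4.00. The smallest distance was 4.52 between BV and AV and 4.13 between V and AV. The time points accounted for 79.3% of the sum of squares of the log2 CPM values. Only 1 of the 280 groupings of the 8 libraries, the real one, gave a share as large (exact permutation test, one-sided, p = 0.0036, the smallest p that this design allows). The ratio of the smallest distance between time points to the largest within a time point was 1.67, and it ranged from 1.45 to 1.94 over the other settings tried, which included leaving out each library in turn. The first dimension of the plot held 44.2% of the variance and the second 35.0%.

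**Figure D2:**
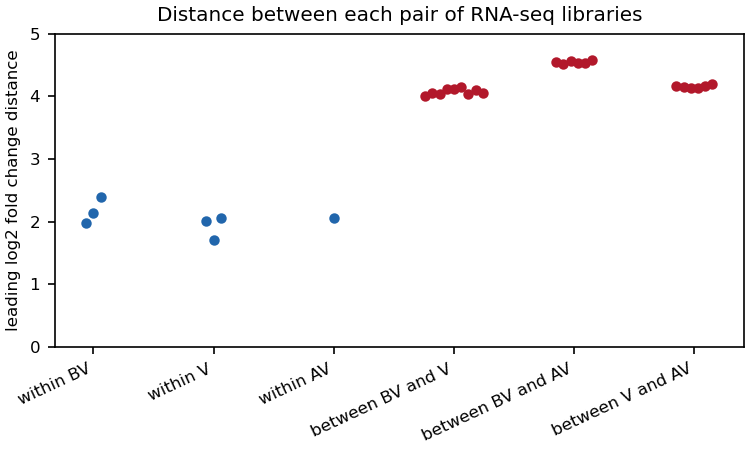
Leading log2 fold change distance (y axis) of each pair of the 8 libraries, grouped by whether the pair shares a time point (blue) or not (red); each point is 1 pair. All pairs within a time point lie at or below 2.39 and all pairs between time points at or above 4.00.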

### Identification of differentially expressed genes (DEGs)

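Between V and BV, 3283 genes were higher and 3481 lower, together 21.1% of the genes tested. Between AV and BV, 2857 genes were higher and 4211 lower, together 22.1% of the genes tested. The thresholds moved these counts in both directions. With the adjusted p alone, 6159 genes were higher and 6189 lower in V than in BV, and 5447 higher and 6353 lower in AV than in BV. A minimum absolute log2 fold change of 2 left 945 higher and 1219 lower in V than in BV, and 776 higher and 1859 lower in AV than in BV. The deviations of BV and V libraries from their group means, taken across genes and over all 3 pairs with the same replicate number, had r = 0.148 (genes are not independent replicates), against -0.00893 and -0.139 for the 2 other ways of pairing. Single pairs overlapped, with r from 0.0514 to 0.233 for the same number and from -0.192 to 0.146 for different numbers. With the replicate number as a replicate block in the fit, 3315 genes were higher and 3441 lower in V than in BV, and 2833 were higher and 4135 lower in AV than in BV. Genes with an average log2 CPM of at least 1 and no overlap between the groups' libraries were ranked by fitted log2 fold change. Between V and BV, the largest were the rises of RSG37074 and RSG38933 and the falls of RSG29249 and RSG40780. For a gene at or below the floor in a group, only a lower bound is measured, so that its rank is not certain. RSG37074 was at or below the floor in BV and at 10.8 ± 1.39 CPM (SD, n = 3) in V, at least 84.9-fold higher, and RSG38933 had a log2 fold change of 6.42 (standard error 0.36, adjusted p = 4.48e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RSG29249 and RSG40780 were at or below the floor in V, at least 296-fold and at least 38.4-fold lower than in BV. By the same ranking, the largest changes between AV and BV were those of RSG09223, RSG06255, RSG02433, and RSG52454. RSG09223 had a log2 fold change of 7.83 (standard error 0.39, adjusted p = 1.61e-09 from the same edgeR test). RSG06255 was at least 74.4-fold higher, RSG02433 at least 164-fold lower, and RSG52454 at least 173-fold lower. No overlap between libraries was seen for 15722 genes in V against BV, where chance alone gives 10% of the 32043 genes for 3 libraries against 3.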

In the present study, we compared the number of DEGs between each time points: V/BV, AV/BV, and AV/V. As shown in Fig. 5A, 3,711 upregulated and 3,541 downregulated genes were identified between V/BV (Supplementary Fig. S4B), whereas 3,770 upregulated and 4180 downregulated genes were identified between AV/BV. Additionally, 3224 upregulated and 3695 downregulated genes were identified between AV/V. These results indicated that vernalization significantly influenced the transcriptome of the leaves and roots of radish plant, which was similar to findings in *Arabidopsis*^15^. Furthermore, the number of overlapping DEGs between the time points was illustrated using a Venn diagram (Fig. 5B)*.* A total of 2,707 DEGs were common to V and AV, whereas 1,601 DEGs were expressed in only AV. 

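Of the genes tested, 2463 were higher and 3481 lower in AV than in V, together 18.6%. The share of differentially expressed genes that were higher was 48.5% in V/BV, 40.4% in AV/BV, and 41.4% in AV/V. With library totals in place of TMM normalization, the share in AV/BV moved by 6.0 percentage points, the largest shift among the scalings tried. With the replicate block, 2398 genes were higher and 3428 lower in AV than in V. The counts for AV rest on 2 libraries; with all 9 libraries counted as deposited, the fit set down in advance, 2645 genes were higher and 3753 lower in AV than in V.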

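Genes of both directions were pooled, and 11693 genes were differentially expressed in at least 1 of the 3 comparisons. Of these, 2579 genes were shared by V/BV and AV/BV and not by AV/V, whereas 1598 genes were found in AV/BV alone, 1572 in V/BV alone, and 1343 in AV/V alone. A further 1710 genes were shared by V/BV and AV/V only, and 1988 by AV/BV and AV/V only. Among the 3482 genes shared by V/BV and AV/BV, with or without AV/V, 3170 changed in the same direction in both comparisons and 312 in opposite directions. With the replicate block, 2531 genes were shared by V/BV and AV/BV and not by AV/V. With a minimum absolute log2 fold change of 2, the setting that moved this last count most, 846 genes were shared by V/BV and AV/BV and not by AV/V. With the adjusted p alone, this count was 4278.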

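The 3 comparisons shared 903 differentially expressed genes, or 900 with the replicate block. Of the 903 genes, 284 fell from BV to V and again from V to AV, and 103 rose at both steps. Another 253 genes rose from BV to V and then fell below their BV level in AV, and 59 fell from BV to V and then rose above their BV level in AV. The number shared was 146 with a minimum absolute log2 fold change of 2 and 2541 with the adjusted p alone.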

Overall, 1297 DEGs were common to all the comparison groups. These results indicated that vernalization significantly affected the RNA profiles of the seedlings.

**Figure 5:**
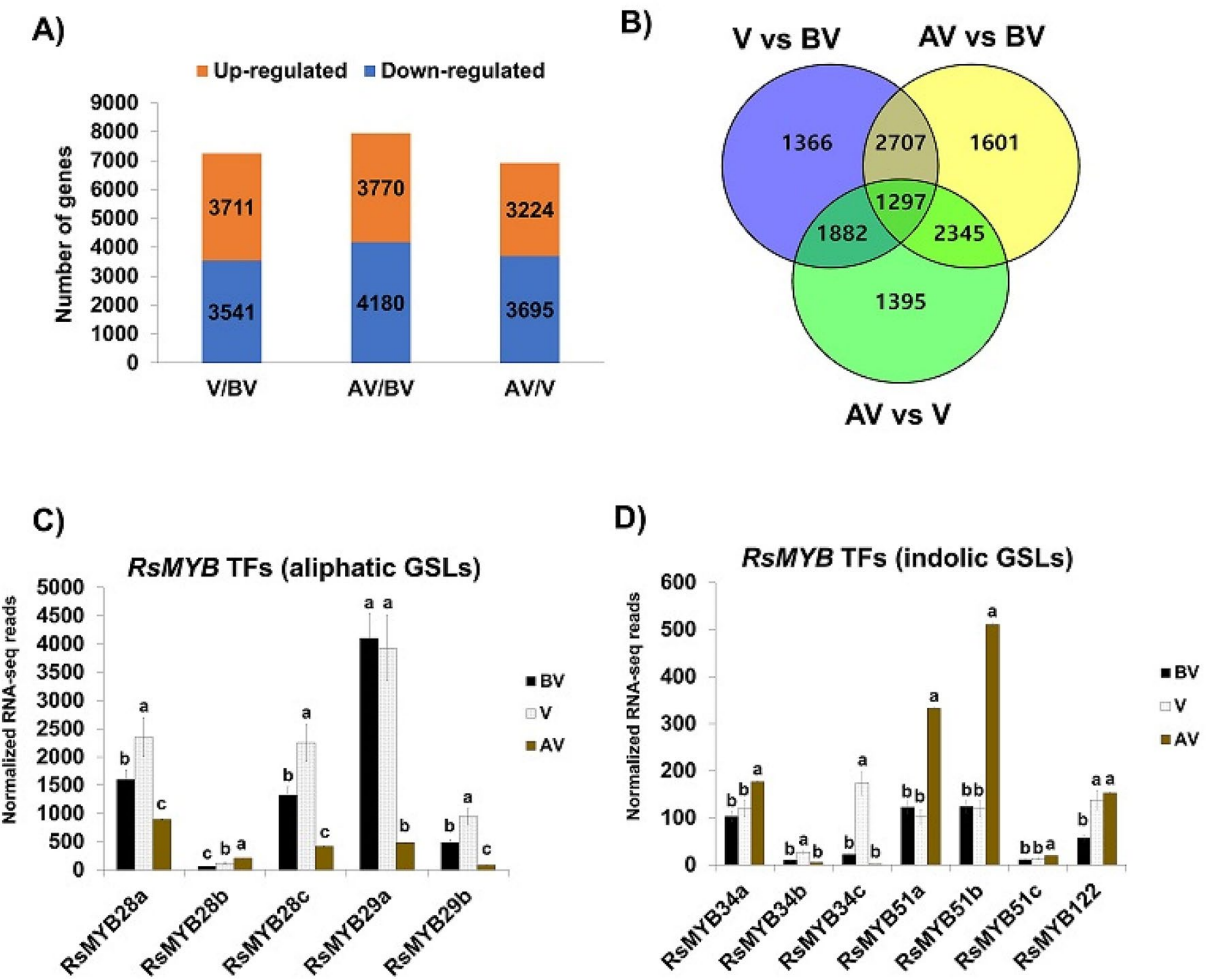
Identification of differentially expressed genes (DEGs) among the three different vernalization time point. (**A**) The number of upregulated and downregulated genes in response to vernalization. The number of genes in each time point was compared to each other (*BV* before-vernalized, *V* vernalized, *AV* after vernalized). (**B**) Venn-diagram of DEGs between different vernalization time point. A total of 2,707 DEGs were common to V and AV compared with NV. A total of 1,601 DEGs were common to AV compared with AV vs BV. Venn diagram data was generated using VENNY webtool (version 2.1.0) (https://bioinfogp.cnb.csic.es/tools/venny/). ^53^. (**C**,**D**). Normalized RNA-seq reads counts of *RsMYB* TFs genes involved in aliphatic and indolic GSLs biosynthesis along three time points (*BV* before-vernalized, *V* vernalized, *AV* after-vernalized).

### Transcriptional profile of *MYB* transcription factor in GSLs biosynthesis

In the present study, a total of 93 GSLs metabolic genes were identified in radish by blasting 63 *Arabidopsis* GSLs genes to the Nodai radish genome database (Supplementary Table S1). RNA-Seq data was analyzed to examine the expression profiles of these aliphatic and indolic GSLs biosynthetic genes before, during, and after vernalization, which were presented in a heatmap (Fig. 6). 

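Supplementary Table S1 lists 94 RSG identifiers, all of which are in the count files, under 93 distinct symbols, because *RsTGG2a* is given to both RSG30297 and RSG30298; the second is called *RsTGG2a-2* here. Of the 94, 87 passed the filter on low counts and were tested, and the other 7 had at most 28 counts over all 8 libraries together. They were grouped by the steps that Supplementary Table S1 names, with the transcription factors kept apart, into 37 tested aliphatic biosynthesis genes, 11 indolic core structure genes, 12 indolic secondary modification genes, and 15 breakdown genes. For these sets a gene was counted as changed at an adjusted p under 0.05 with no minimum fold change.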

First, we examined the expression profiles of *MYB* transcription factors (TFs) regulating aliphatic and indolic GSLs biosynthesis (Fig. 5C,D). Homology information about *RsMYB* was adopted from radish genomic sequence that was previously reported^17^. The results showed that three *MYB28* homologs (*RsMYB28a*, RSG16088; *RsMYB28b*, RSG23384; *RsMYB28c*, RSG53581) and two *MYB29* homologs (*RsMYB29a*, RSG00789; *RsMYB29b*, RSG09585), which were involved in aliphatic GSLs biosynthesis, were identified in the radish genome. 

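Before vernalization, *RsMYB29a* had the highest level of the MYB28 and MYB29 homologs, at 173 ± 49.6 CPM (SD, n = 3). *RsMYB28a* was at 67.6 ± 6.71 CPM, *RsMYB28c* at 56.1 ± 8.88 CPM, and *RsMYB29b* at 20.5 ± 2.49 CPM (SD, n = 3 each).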

Among the homologs, two *RsMYB28* homologs (*RsMYB28a* and *RsMYB28c*) and two *RsMYB29* homologs (*RsMYB29a* and *RsMYB29b*) were highly expressed before vernalization, suggesting that they might be involved in aliphatic GSLs biosynthesis before vernalization (Fig. 5C). 

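During vernalization *RsMYB28a* increased to 99.7 ± 7.31 CPM (SD, n = 3), a log2 fold change of 0.56 (standard error 0.15, adjusted p = 0.00723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *RsMYB28c* increased to 95.7 ± 14.5 CPM, with a log2 fold change of 0.77 (standard error 0.18, adjusted p = 0.00328 from the same edgeR test). The log2 fold change of *RsMYB29b* was 0.98 (standard error 0.19, adjusted p = 0.000851), with 40.3 ± 3.66 CPM in V. *RsMYB29a* had 167 ± 21.7 CPM in V, a difference from BV that was smaller than the spread between replicates (log2 fold change -0.05, adjusted p = 0.868) and whose sign changed when single libraries were left out. After vernalization these homologs were lower than in BV in every library. The log2 fold changes in AV against BV were -1.04 for *RsMYB28a* (adjusted p = 0.000226), -1.93 for *RsMYB28c* (adjusted p = 6.24e-06), -3.29 for *RsMYB29a* (adjusted p = 1.43e-07), and -2.82 for *RsMYB29b* (adjusted p = 5.42e-07), all from the same test. The values in AV, with n = 2, were 32.9 ± 1.26 CPM for *RsMYB28a*, 14.7 ± 3.57 CPM for *RsMYB28c*, 17.6 ± 1.47 CPM for *RsMYB29a*, and 2.90 ± 1.16 CPM for *RsMYB29b* (SD).

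**Figure D3:**
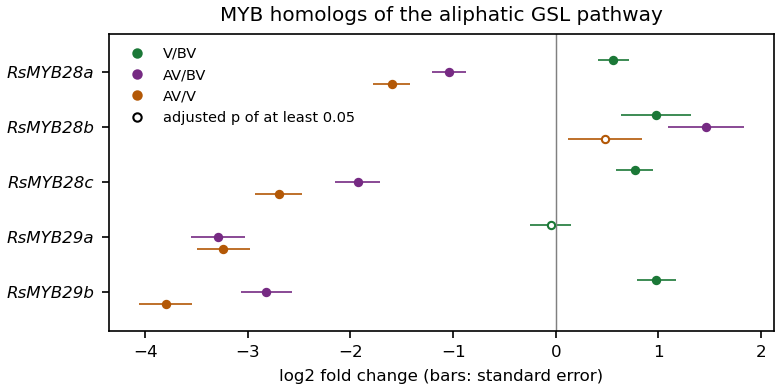
Log2 fold change (x axis) of the MYB28 and MYB29 homologs (y axis) in V/BV (green), AV/BV (purple), and AV/V (orange), with bars for the standard error and open symbols for an adjusted p of at least 0.05. The AV/BV points of *RsMYB28a*, *RsMYB28c*, *RsMYB29a*, and *RsMYB29b* lie between -3.29 and -1.04, and those of *RsMYB28b* lie to the right of 0 in all 3 comparisons.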

There was a slight increase in the expression of the homologs during vernalization; however, there was a significant decrease in their expression after vernalization (Figs. 5C, 6A), which was consistent with the results of the HPLC data (Supplementary Fig. S3C–S3D). Among the TFs, only *RsMYB28b* exhibited increasing pattern after vernalization; however, its expression was generally low, suggesting that *RsMYBb28b* might play a minor role during aliphatic GSLs biosynthesis (Fig. 5C).

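*RsMYB28b* had 2.61 ± 1.23 CPM in BV, 5.15 ± 1.41 CPM in V (SD, n = 3 each), and 7.17 ± 2.41 CPM in AV (SD, n = 2). Its log2 fold change was 1.46 in AV against BV (standard error 0.37, adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.98 in V against BV (standard error 0.34, adjusted p = 0.0341). With each library left out in turn, the adjusted p in V against BV ranged from 0.0194 to 0.132, and the call was lost in 3 of these fits. The difference between AV and V, a log2 fold change of 0.48 (adjusted p = 0.337), did not pass the threshold.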

**Figure 6:**
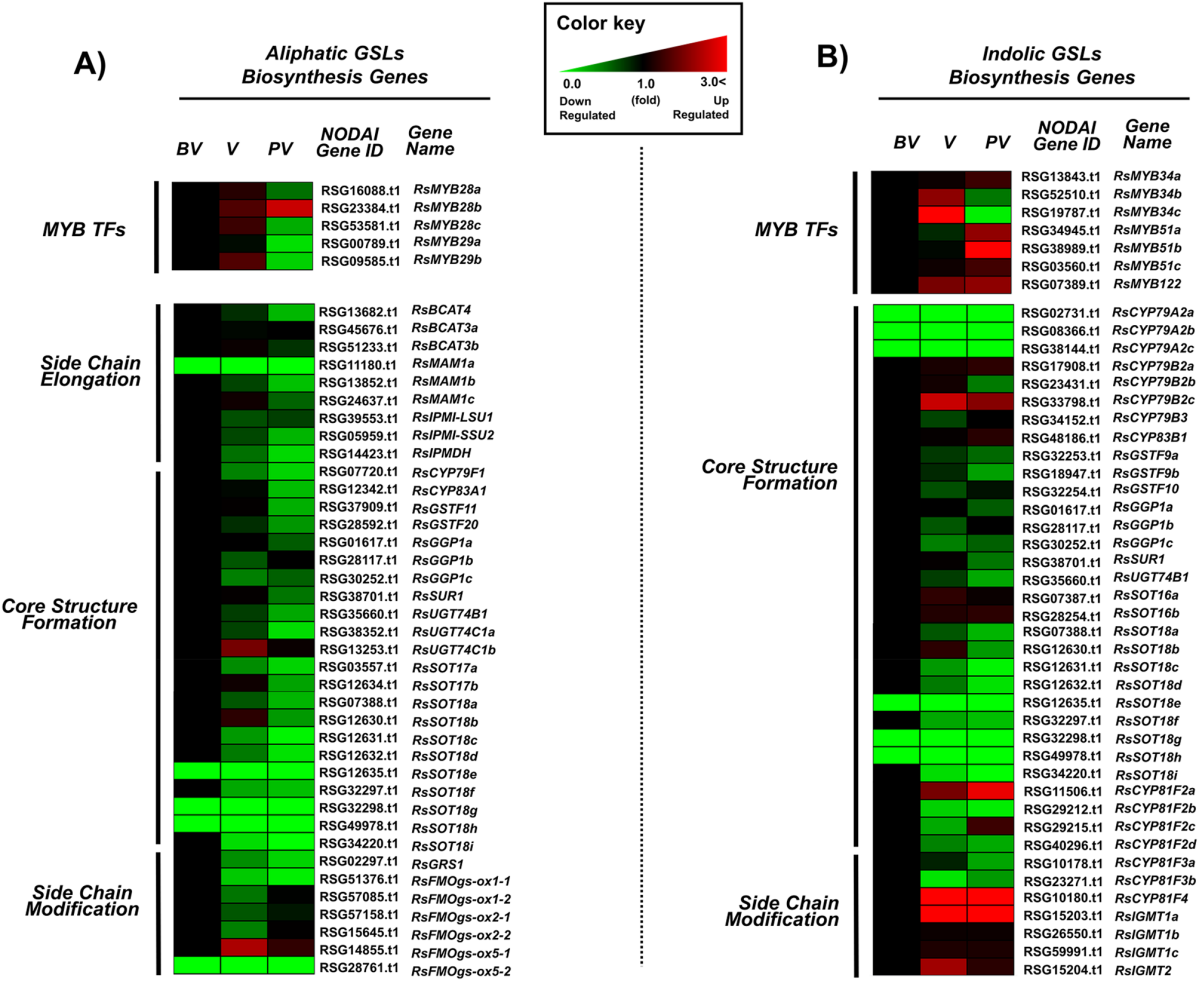
Heatmap of the transcriptional profiles of aliphatic (**A**) and indolic (**B**) GSLs pathway genes in radish (*R. sativus*) at different vernalization time points (*BV* before vernalization, *V* vernalization, *AV* after vernalization). The transcript value of each gene was normalized in comparison to the value before-vernalization (BV), which was set as 1.

Regarding *MYB* TFs regulating indolic GSLs biosynthesis, three *RsMYB34* homologs (*RsMYB34a*, RSG13843; *RsMYB34b*, RSG52510; *RsMYB34c*, RSG19787), three *RsMYB51* homologs (*RsMYB51a*, RSG34945; *RsMYB51b*, RSG38989; *RsMYB51c*, RSG03560), and one *RsMYB122* homolog (RSG07389) were identified in the radish genome database (Figs. 5D, 6B). 

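In BV, *RsMYB51b* had 5.23 ± 0.590 CPM, *RsMYB51a* 5.17 ± 1.08 CPM, and *RsMYB34a* 4.36 ± 0.791 CPM (SD, n = 3 each). *RsMYB122* had 2.39 ± 0.481 CPM, and the other three indolic homologs, *RsMYB34c*, *RsMYB51c*, and *RsMYB34b*, had 0.935 ± 0.158, 0.472 ± 0.109, and 0.430 ± 0.125 CPM (SD, n = 3 each). The lowest of these means is a few times the detection floor, so that small changes in these genes are not detectable at this depth.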

Among them, *RsMYB34a*, *RsMYB51a*, and *RsMYB51b* were highly expressed before vernalization (Fig. 5D), suggesting that they might play a major role in indolic GSLs biosynthesis before vernalization. However, vernalization had varying effects on the expression profiles of the TFs (Figs. 5D, 6B). 

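During vernalization, *RsMYB34c* increased from its BV level to 7.29 ± 2.33 CPM (SD, n = 3), a log2 fold change of 2.95 (standard error 0.31, adjusted p = 2.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *RsMYB122* increased to 5.85 ± 0.265 CPM (log2 fold change 1.28, standard error 0.23, adjusted p = 0.000455 from the same edgeR test). *RsMYB34b*, with at most 32 counts in any library, had a log2 fold change of 1.41 (adjusted p = 0.0268), and this call was lost in 4 of the fits that each left out a library. The changes of *RsMYB34a* (log2 fold change 0.22, adjusted p = 0.484), *RsMYB51a* (-0.26, adjusted p = 0.454), and *RsMYB51b* (-0.05, adjusted p = 0.867) were smaller than the spread between replicates.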

Additionally, the expression of *RsMYB51c* was low before, during, and after vernalization, indicating that it played minor role in indolic GSLs biosynthesis in radish. Furthermore, there was a significant increase in the expression of *RsMYB34a*, *RsMYB51a*, *RsMYB51b*, and *RsMYB122* after vernalization, in contrast to the results of the HPLC, which showed a decrease in indolic GSLs content of the plants after vernalization (Supplementary Fig. S3A and S3B). 

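*RsMYB51c* was at 0.552 ± 0.0958 CPM (SD, n = 3) in V and at 0.649 ± 0.331 CPM (SD, n = 2) in AV, with at most 24 counts in any library. Neither its log2 fold change of 0.23 in V against BV (adjusted p = 0.755 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) nor that of 0.47 in AV against BV (adjusted p = 0.541) passed the threshold.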

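In AV against BV, *RsMYB51b* had a log2 fold change of 1.85 (standard error 0.20, adjusted p = 3.74e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *RsMYB51a* 1.22 (standard error 0.27, adjusted p = 0.00248), and *RsMYB122* 1.29 (standard error 0.25, adjusted p = 0.00093). The values in AV were 18.9 ± 0.127 CPM for *RsMYB51b*, 12.0 ± 1.19 CPM for *RsMYB51a*, and 5.87 ± 0.811 CPM for *RsMYB122* (SD, n = 2 each). *RsMYB34a* was at 6.50 ± 0.232 CPM in AV, higher than in every BV library, but its log2 fold change of 0.58 (standard error 0.25, adjusted p = 0.0868 from the same edgeR test) did not pass the threshold. With all 9 libraries as deposited, the fit set down in advance, *RsMYB34a* did pass (log2 fold change 0.59, adjusted p = 0.03 from the same edgeR test). That fit counts the near-identical AV replicates 2 and 3 as separate, which can understate the spread in AV. The fit with 8 libraries was chosen after these near-identical counts were seen. *RsMYB34c* was at or below the floor in AV, at least 8.36-fold lower than in BV and at least 65.2-fold lower than in V. *RsMYB34b* had a log2 fold change of -0.91 in AV against BV (adjusted p = 0.269), which did not pass the threshold at its low counts.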

Although the radish *MYB* TFs were predicted to be homologs to *Arabidopsis MYB* TFs, they might be involved in other functions other than indolic GSLs biosynthesis after vernalization, which may the reason for the discrepancy between the results of the HPLC and RNA sequencing. Studies have shown that mutants of these *MYB* TFs were involved in auxin biosynthetic process^18–20^.

### Transcriptional profile of aliphatic GSLs metabolic genes

The aliphatic GSLs biosynthesis pathway is made up of three step-wise stages (Fig. 1). Genes involved in the three major stages, such as side-chain elongation, core structure synthesis, and secondary modification were identified before, during, and after vernalization. 

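Of the 37 aliphatic biosynthesis genes tested, 16 were lower and 3 higher in V than in BV, 27 were lower and 1 higher in AV than in BV, and 27 were lower and 4 higher in AV than in V (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the GSLs genes of Supplementary Table S1 alone, 17 were lower and 3 higher in V than in BV, 28 were lower and 4 higher in AV than in V, and the counts in AV/BV were the same. The median log2 fold change of the set was -0.48 in V/BV, -1.64 in AV/BV, and -1.32 in AV/V. With the replicate block, 18 were lower and 3 higher in V than in BV, 27 were lower and 1 higher in AV than in BV, and 27 were lower and 3 higher in AV than in V. The alternative that moved the count most was a minimum absolute log2 fold change of 1, under which 9 genes were lower in V than in BV. By step, 3 of 10 side-chain elongation genes, 9 of 19 core structure genes, and 4 of 8 secondary modification genes were lower in V than in BV. The largest fall in V was that of *RsSOT18i* (log2 fold change -2.87, standard error 0.75, adjusted p = 0.00733), which had at most 23 counts in any library and was not detected in AV, at least 7.92-fold lower than in BV. The largest rise in V was that of *RsGS-OH* (log2 fold change 1.51, standard error 0.38, adjusted p = 0.00516), whose call was lost without V replicate 3. In AV against BV, the gene with the highest log2 fold change was *RsMAM1a* (1.25, adjusted p = 0.287), which did not pass the threshold and had at most 13 counts in any library.

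**Figure D4:**
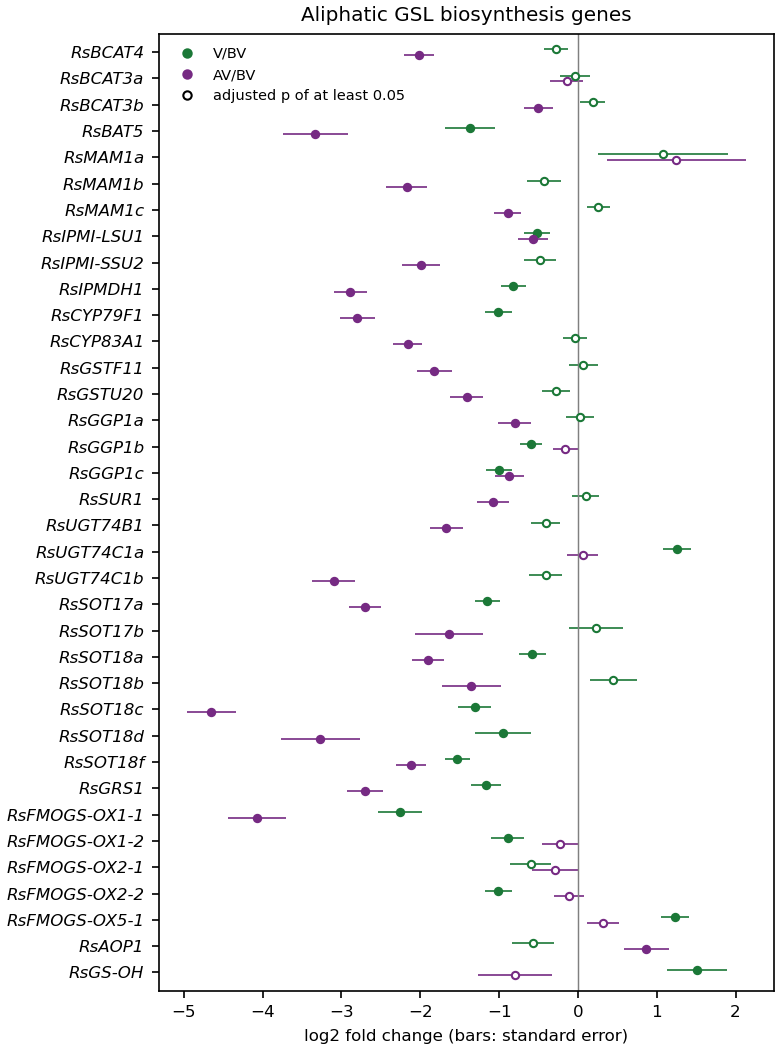
Log2 fold change (x axis) of 36 of the 37 tested aliphatic biosynthesis genes (y axis) in V/BV (green) and AV/BV (purple), with bars for the standard error and open symbols for an adjusted p of at least 0.05; *RsSOT18i*, not detected in AV, is left out. The purple points of AV/BV lie further to the left than the green points of V/BV for most genes.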

RNA-Seq data revealed that the expression of genes involved in aliphatic GSLs biosynthesis was significantly reduced by vernalization (Fig. 6A and Supplementary Fig. S5). However, there was a slight increase in the expression of two aliphatic GSLs biosynthesis-related genes (*RsUGT74C1b* and *RsFMOgs-OX5a*) during vernalization, but there was a decrease in their expression after vernalization (Fig. 6A).

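*RsFMOGS-OX5-1* increased from 9.68 ± 1.75 CPM in BV to 22.8 ± 0.972 CPM in V (SD, n = 3 each), a log2 fold change of 1.23 (standard error 0.18, adjusted p = 6.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was at 12.1 ± 1.1 CPM in AV (SD, n = 2). *RsUGT74C1b* (RSG13253) had 111 ± 28.6 CPM in BV and 83.2 ± 19.6 CPM in V. Its log2 fold change of -0.41 (standard error 0.21, adjusted p = 0.137) did not pass the threshold. This change stayed between -0.62 and -0.28 with each library left out in turn, and its adjusted p ranged from 0.0168 to 0.413. In AV *RsUGT74C1b* dropped to 12.9 ± 2.38 CPM (log2 fold change -3.10, adjusted p = 4.47e-07). Its homolog *RsUGT74C1a* (RSG38352), which the paper's text does not name, increased from 17.6 ± 0.650 CPM in BV to 42.3 ± 8.14 CPM in V. This was a log2 fold change of 1.26 (standard error 0.18, adjusted p = 5.93e-05), and the gene was at 18.3 ± 4.21 CPM in AV. In AV against V, the log2 fold change was -1.21 for *RsUGT74C1a* (adjusted p = 0.000382) and -0.92 for *RsFMOGS-OX5-1* (adjusted p = 0.00275).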

In Fig. 4, increased conversion of GRE from GRH was detected during vernalization, suggesting that some FMOgs-OXs might play a role in this conversion. Confirming this, six FMOgs-OXs homologs were identified in the radish genome. Five genes out of six FMOgs-OXs displayed differential expression before, during, and after vernalization (Supplementary Fig. S5). 

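*RsFMOGS-OX1-1* decreased from 24.0 ± 3.51 CPM in BV to 4.97 ± 1.56 CPM in V and 1.42 ± 0.867 CPM in AV, with log2 fold changes of -2.26 in V/BV (standard error 0.28, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.07 in AV/BV (adjusted p = 5.46e-07). *RsFMOGS-OX1-2* decreased from 11.1 ± 1.20 CPM in BV to 5.93 ± 1.30 CPM in V, a log2 fold change of -0.89 (standard error 0.21, adjusted p = 0.00299). The changes of *RsFMOGS-OX2-1* did not pass the threshold in V/BV (log2 fold change -0.60, adjusted p = 0.0771) or in AV/BV (-0.29, adjusted p = 0.462). *RsFMOGS-OX5-2* had at most 6 counts in any library and was not tested. The ± values are SDs with n = 3 in BV and V and n = 2 in AV.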

Particularly, *FMOgs-ox5-1* and *FMOgs-ox2-2* exhibited the highest expression during vernalization, possibly contributing to the elevated amount of GRE during vernalization (Fig. 6A and Supplementary Fig. S5). These results indicated that the decreased expression of aliphatic GSLs biosynthesis-related genes during vernalization could be responsible for the corresponding decrease in the aliphatic GSLs content of the roots and leaves during vernalization.

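In V, *RsFMOGS-OX5-1* and *RsFMOGS-OX2-2* had the highest CPM of the *FMOGS-OX* homologs. *RsFMOGS-OX2-2* was lower in V, at 19.1 ± 2.76 CPM (SD, n = 3), than in BV, at 38.4 ± 4.33 CPM (SD, n = 3), or in AV, at 35.5 ± 3.05 CPM (SD, n = 2). Its log2 fold change was -1.01 in V against BV (standard error 0.17, adjusted p = 0.000209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.90 in AV against V (standard error 0.18, adjusted p = 0.00152). Every V library was below every BV and AV library for *RsFMOGS-OX2-2* and above them for *RsFMOGS-OX5-1*. With each library left out in turn, the log2 fold change of *RsFMOGS-OX5-1* in V against BV stayed between 1.09 and 1.34.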

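The aliphatic biosynthesis genes were also tested together against all other tested genes with limma's camera, with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over 12 tests (4 sets in 3 comparisons). The fall of the set did not pass the threshold in V against BV (adjusted p = 0.271), and it did in AV against BV (adjusted p = 0.0190) and AV against V (adjusted p = 0.0291). With the replicate block, the adjusted p was 0.442 in V/BV and 0.0884 in both AV/BV and AV/V, so that no comparison passed the threshold. With each library left out in turn, the adjusted p ranged from 0.0189 to 0.0603 in AV/BV and from 0.0291 to 0.0713 in AV/V. The call was lost in 3 of these 8 fits in AV/BV and in 6 of 8 in AV/V. The 8 include the fits without AV replicate 2 and without AV replicate 3. In these, the other of the near-identical pair replaced their mean, so that hardly any information was left out. With the correlation between genes fixed at 0.01 in place of the estimate, the adjusted p in V/BV was 0.00878. *RsGRS1*, which encodes the glucoraphasatin synthase, decreased from 352 ± 86.4 CPM in BV to 156 ± 21.0 CPM in V (SD, n = 3 each) and 54.3 ± 2.00 CPM in AV (SD, n = 2). Its log2 fold change was -1.17 in V against BV (standard error 0.19, adjusted p = 0.000149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.70 in AV against BV (standard error 0.23, adjusted p = 3.59e-07). With each library left out in turn, its log2 fold change in V against BV stayed between -1.36 and -1.02. The paper reasons from the genes lower during vernalization to its HPLC data, and proposes that the lower expression of aliphatic GSLs biosynthesis genes lowered the content of aliphatic GSLs in roots and leaves.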

### Transcriptional profile of biosynthetic genes in indolic GSLs pathways

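Of the genes tested in the indolic pathway apart from the transcription factors, 11 belong to core structure formation and 12 to secondary modification. The median log2 fold change of the core structure genes was 0.29 in V/BV, -0.17 in AV/BV, and -0.56 in AV/V. In secondary modification, 3 genes were lower and 4 higher in V than in BV, and 4 were lower and 3 higher in AV than in BV (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); the counts were the same with the adjustment over the GSLs genes alone. With the replicate block, 3 secondary modification genes were lower in AV than in BV and the other counts were the same. Tested together with camera, neither set differed from the other genes in V against BV (adjusted p = 0.696 for core structure formation and 0.560 for secondary modification) or in AV against BV (adjusted p = 0.807 and 0.703), and with the replicate block the adjusted p was 0.794 and 0.779 in V against BV and 0.798 for both sets in AV against BV. The largest fall in secondary modification was that of *RsCYP81F3b* in V/BV (log2 fold change -3.28, standard error 0.53, adjusted p = 0.000164), at 0.201 ± 0.151 CPM in V (SD, n = 3), and that of *RsCYP81F2b* in AV/BV, where it was at or below the floor and at least 7.38-fold lower than in BV.

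**Figure D5:**
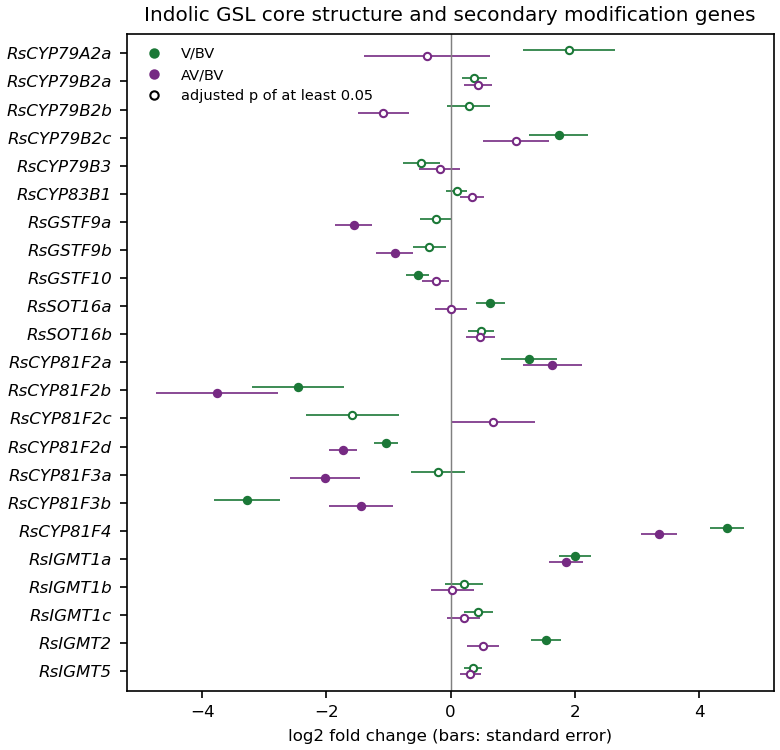
Log2 fold change (x axis) of the tested indolic core structure and secondary modification genes (y axis) in V/BV (green) and AV/BV (purple), with bars for the standard error and open symbols for an adjusted p of at least 0.05. Closed symbols, which mark the changed genes, lie on both sides of 0.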

Compared with aliphatic GSLs biosynthesis-related genes, the expression patterns of indolic GSLs metabolic genes were dynamic before, during, and after vernalization. For instance, the expression of several genes in core structure formation process were significantly reduced by vernalization (Fig. 6B), which was consistent with the reduced amounts of indolic GSLs compounds during vernalization. However, several genes (*RsCYP81F4* and *RsIGMT1a*) involved in the secondary modification process were activated by vernalization (Fig. 6B), which was not consistent with the results of HPLC (Supplementary Fig. S3A and S3B). This discrepancy could be as a result of low expression of several genes in core structure formation process, which may have contributed to the low indolic GSLs content of the samples regardless of the increase of the genes in the secondary modification stage. 

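With the genes that Supplementary Table S1 lists for indolic core structure formation, 1 of 11 was lower and 2 were higher in V than in BV, and 2 were lower in AV than in BV (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene lower in V was *RsGSTF10* (log2 fold change -0.53, standard error 0.19, adjusted p = 0.0397), whose BV and V libraries overlapped and whose call was lost in 5 of the fits that each left out a library. The genes higher in V were *RsCYP79B2c* (log2 fold change 1.74, adjusted p = 0.00887) and *RsSOT16a* (0.64, adjusted p = 0.0404). The BV and V libraries of *RsSOT16a*, named after its values were seen, overlapped. The highest fitted log2 fold change in V was that of *RsCYP79A2a* (1.90, adjusted p = 0.0524). This gene did not pass the threshold and was at or below the floor in BV. Its rise was at least 3-fold, a lower bound under the 3.34-fold of *RsCYP79B2c*. *RsCYP79A2a* did pass with library totals (adjusted p = 0.0477), the likelihood ratio test (0.0112), and the exact test (0.0183). The largest fall in AV was that of *RsGSTF9a* (log2 fold change -1.56, standard error 0.30, adjusted p = 0.000733), and *RsGSTF9b*, named after its values were seen, was also lower in AV (-0.90, adjusted p = 0.0261). Adjusted over the GSLs genes of Supplementary Table S1 alone, 1 gene was lower and 3 were higher in V, and 3 were lower in AV. With the replicate block, 1 gene was lower and 3 were higher in V than in BV, and 2 were lower and 1 higher in AV than in BV. With the core structure genes drawn in Fig. 6B, which add homologs shared with the aliphatic pathway (*GGP1*, *SUR1*, *UGT74B1*, and *SOT18*), 8 of 22 were lower and 2 higher in V, and 12 of 22 were lower in AV.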

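*RsCYP81F4* increased from 0.566 ± 0.210 CPM in BV to 12.6 ± 1.46 CPM in V (SD, n = 3 each) and was at 5.94 ± 0.347 CPM in AV (SD, n = 2). Its log2 fold change was 4.45 in V/BV (standard error 0.28, adjusted p = 1.25e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.36 in AV/BV (standard error 0.29, adjusted p = 4.08e-07). *RsIGMT1a* increased from 2.90 ± 1.02 CPM in BV to 11.6 ± 1.71 CPM in V and 10.5 ± 0.863 CPM in AV, with log2 fold changes of 2.00 (standard error 0.26, adjusted p = 1.77e-05) and 1.86 (standard error 0.27, adjusted p = 7.53e-05). With each library left out in turn, the log2 fold change in V/BV stayed between 4.20 and 4.67 for *RsCYP81F4* and between 1.72 and 2.21 for *RsIGMT1a*. The other genes of secondary modification that were higher in V, named after their values were seen, were *RsIGMT2* (log2 fold change 1.54, adjusted p = 0.0001) and *RsCYP81F2a* (1.27, adjusted p = 0.0371).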

Another possibility is that there might be difference in the protein level and RNA transcript levels of genes involved in the secondary modification stage of indolic GSLs pathway. That is, although the genes were highly expressed, the levels of corresponding proteins could be low or unstable during vernalization.

### Expression of *RsGRS1* along vernalization time points

As shown in Fig. 3, GRH constitutes the highest proportion of aliphatic GSLs in radish plant, a unique aliphatic GSLs compositional profile compared with other plants of family Brassicaceae (Nugroho et al., 2019). Recently, a gene responsible for predominant GRH in radish was identified and named as radish *GLUCORAPHASATIN SYNTHASE 1* (*RsGRS1*, RSG02297). *RsGRS1* encodes 2-oxoglutarate-dependent dioxygenase and catalyzes the conversion of GER to GRH^12^. There was an increase in the expression of *RsGRS1* in both the leaves and roots of non-vernalized plants with increase in age (Fig. 7A,B). However, there was no marked increase in the expression of *RsGRS1* in the leaves and roots of vernalized plants. Additionally, the expression of *RsGRS1* was significantly higher in the leaves than in the roots of both non-vernalized and vernalized plants (Fig. 7A,B), suggesting a higher activity of *RsGRS1* in the leaves of radish than in the roots. Since *RsGRS1* is involved in the conversion of GER to GRH, we determined the GRH contents of the leaves and roots before, during, and after vernalization (Fig. 7C,D), and found that the GRH content of the leaves of non-vernalized plants increased with plant age, confirming the results of the transcriptome analysis (Fig. 7C). In contrast, the GRH content of the roots of non-vernalized and vernalized plants decreased with increase in plant age (Fig. 7D). These results indicated that vernalization decreased the expression of *RsGRS1* and its corresponding metabolic product (GRH) in radish.

**Figure 7:**
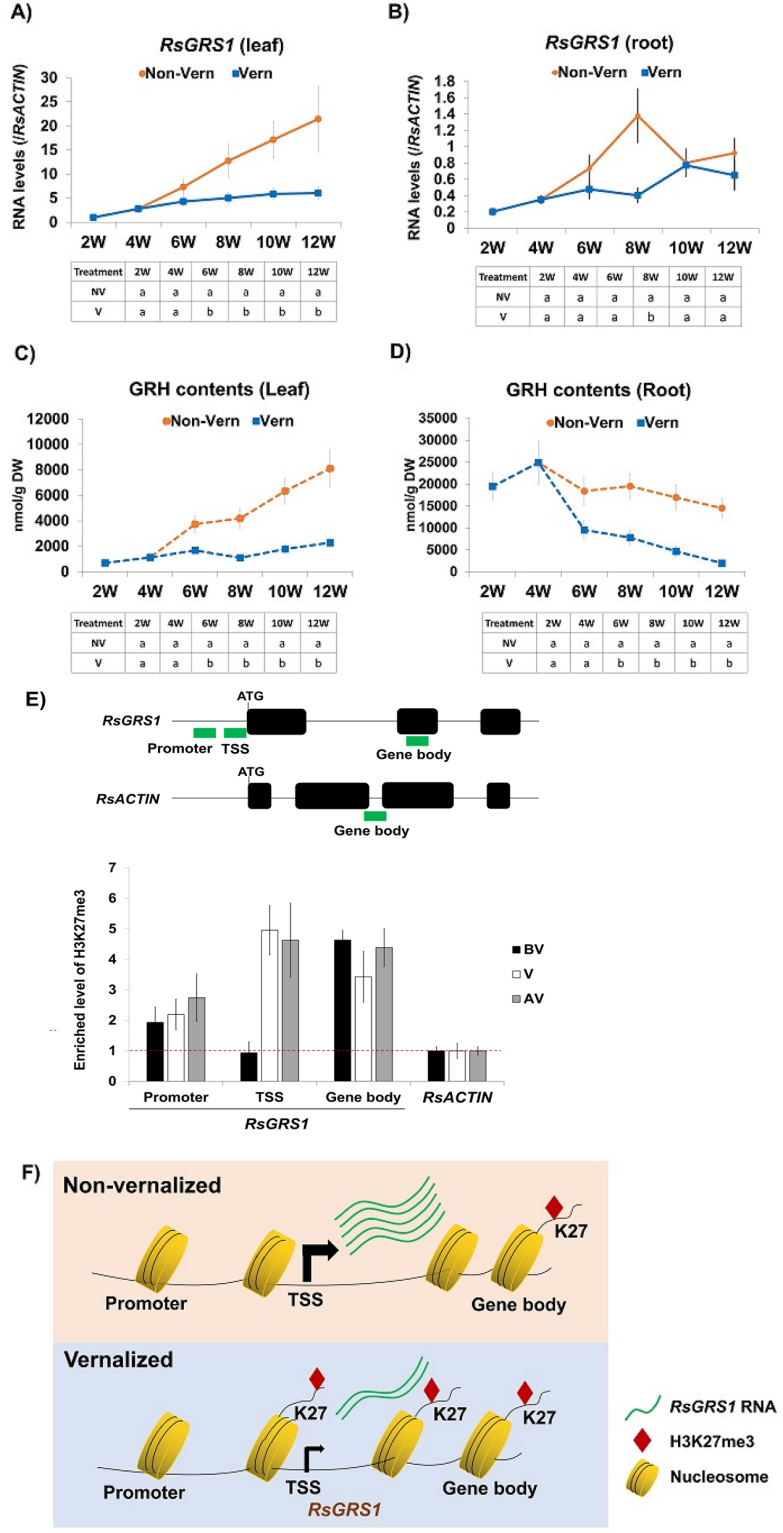
Transcriptional profiles of *RsGRS1* gene in relation to the corresponding GRH contents of the leaves and roots of vernalized and non-vernalized *R. sativus*. The expression profiles of *RsGRS1* in the leaves (**A**) and roots (**B**) were represented with solid lines, while the content of corresponding GRH in the lea (**C**) and roots (**D**) were represented with dashed lines. The expression of *RsGRS1* was normalized to the value of 2-weeks-old leaf sample (value = 1). (**E**) Result of ChIP-qPCR for genomic region of *RsGRS1*. Upper panel: Three PCR amplicons (promoter, TSS, and gene body) spanning promoter, transcription start site (TSS), and gene body were adopted in the qPCR (upper panel). In addition, amplicon amplifying gene body region of *RsACTIN,* a H3K27me3-depleted gene was used as a control. Bottom panel: Result of ChIP-qPCR. Precipitated and input DNA from ChIP assay using antibody against H3K27me3 histone mark were used for qPCR, then the relative enrichment was determined by comparing to the values of *RsACTIN* (set as 1) along three time points (BV, V, and AV). (**F**) Schematic illustration of epigenetic suppression of *RsGRS1* during vernalization via a repressive histone mark, H3K27me3. In non-vernalized condition (upper panel), H3K27me3 is poorly enriched at promoter and TSS site of *RsGRS1*, thus resulting in high transcription activity. In contrast, H3K27me3 was highly enriched at the TSS region of *RsGRS1* during vernalization (lower panel), decreasing transcriptional activity. Data were presented as mean ± standard deviation (SD) (n = 3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

### Epigenetic suppression of *RsGRS1* by vernalization

Vernalization triggers flowering in *Arabidopsis* and in several plants of family *Brassicaceae* by inhibiting the expression of *FLOWERING LOCUS C* (*FLC*), a potent floral repressor gene, through epigenetic histone modification^21,22^. Particularly, a repressive histone mark, tri-methylation at lysine 27 residue of histone H3 (H3K27em3) is highly enriched at *FLC* chromatin during vernalization, which stably inhibits the expression of *FLC*. Since *RsGRS1* was suppressed during vernalization, we investigated whether vernalization-mediated suppression of *RsGRS1* is through epigenetic histone modification. Therefore, we performed a chromatin immunoprecipitation (ChIP)-qPCR assay using an antibody against H3K27me3 (Fig. 7E). Three PCR amplicons spanning the entire *RsGRS1* genomic region (promoter, TSS, and gene body) were used for ChIP-qPCR analysis (Fig. 7E, upper panel). In addition, for relative quantification of enriched H3K27me3, *RsACTIN* (Rs281010) was used as a negative control because housekeeping genes such as *ACTIN, UBQ10,* and *PP2A* genes are usually deprived of H3K27me3 in *Arabidopsis* model plant. In ChIP-qPCR analysis, we found that *RsACTIN* was merely enriched with H3K27me3 (Fig. 7E, bottom panel). Meanwhile, regarding the *RsGRS1* genomic region, we noticed that gene body region of *RsGRS1* was consistently enriched with H3K27me3 before, during and after vernalization. In contrast, H3K27me3 at TSS (transcription start site) of *RsGRS1* was lowly detected before vernalization, but significantly increased during and after vernalization, indicating that the expression of *RsGRS1* was suppressed by vernalization. Additionally, enrichment of H3K27me3 at TSS region is critical for inhibiting *RsGRS1*. The promoter region of *RsGRS1* was not significantly enriched before, during, and after vernalization. These results were consistent with previous reports that H3K27me3 are highly enriched at gene coding region including TSS^15,23–25^. Overall, *RsGRS1* experienced epigenetic suppression during vernalization via enrichment of H3K27me3 at TSS region (Fig. 7F), which resulted in reduced concentrations of GRH in both the leaf and root tissues of radish after vernalization.

This study demonstrated that GSLs biosynthesis increased along vegetative developmental stages (2-week ~ 12-week), possibly to cope with abiotic and biotic stresses (i.e. insect and pathogen attacks) in warm temperature (Fig. 8). Meanwhile, vernalization suppressed biosynthesis of both aliphatic and indolic GSLs at the transcriptional level. Recently, it was reported that plants need sugar to keep the turgidity of cell from the chilling injury^26^. Thus, we speculate that plants reduce biosynthesis of glucose-containing GSLs, instead increase synthesis of the sugars to cope with the cold stress during vernalization. This hypothesis needs to be investigated.

**Figure 8:**
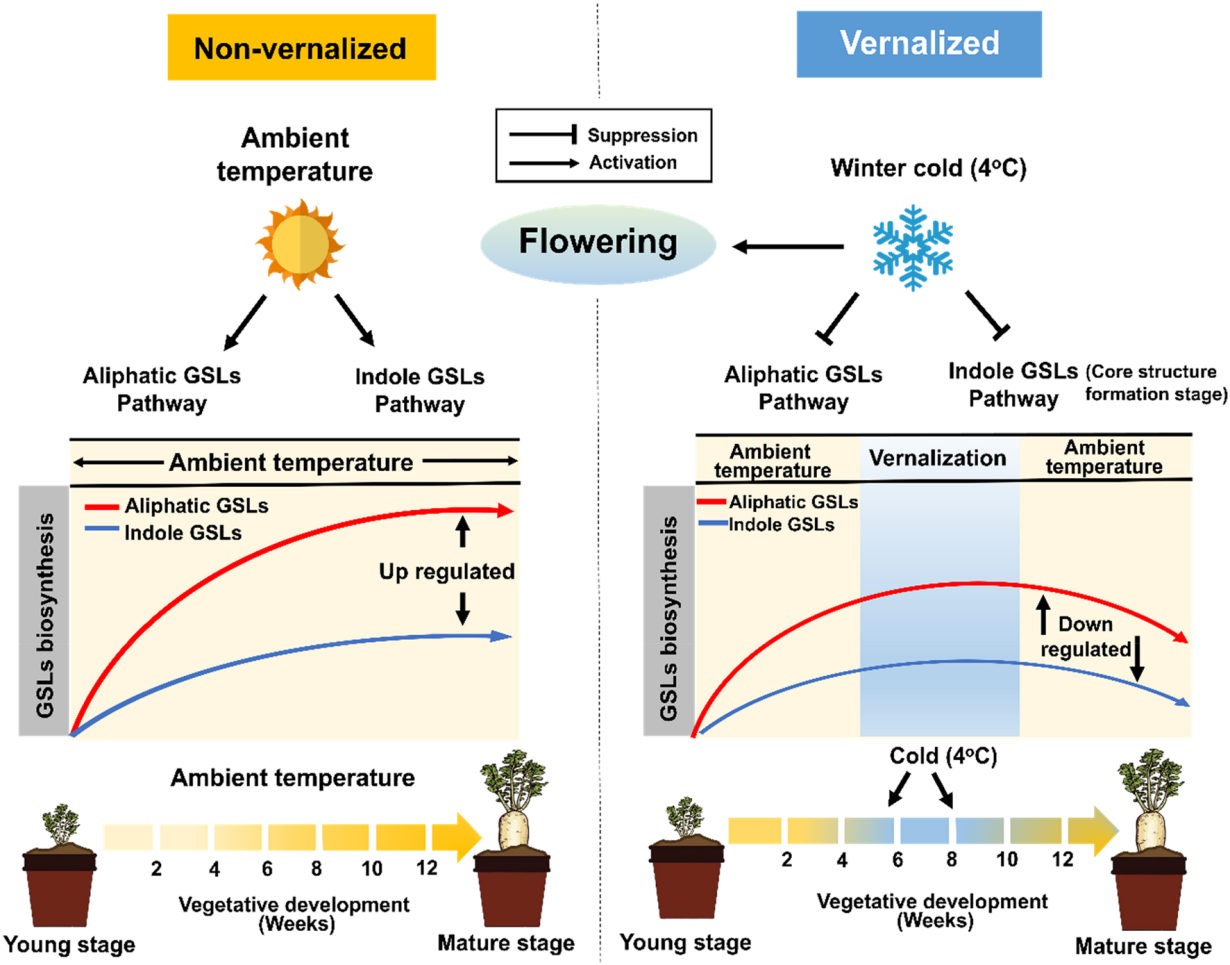
Schematic illustration of vernalization-mediated suppression of GSLs pathway genes and corresponding GSLs compounds in radish plants. The aliphatic and indolic GSLs contents non-vernalized radish plants increased with plant age (2–12 weeks). Vernalization suppressed the biosynthesis of aliphatic and indolic GSLs by suppressing the expression of GSLs pathway genes at the transcriptional level.

## Discussion

Vernalization accelerates plant development from vegetative to reproductive stage, and this process is necessary for the optimal flowering of several plants of the family Brassicaceae. The complexity of epigenetic mechanism including histone modifications control floral transition by vernalization. The mechanisms of vernalization have been extensively studied in *Arabidopsis thaliana* and in some plants of family Brassicaceae^13,21,27–29^. However, the mechanisms underlying physiological and biological changes in plants during vernalization remains unclear. The transition from vegetative stage to reproductive stage in plants^30,31^ is accompanied by considerable changes in the secondary metabolites profiles of plants, such as changes in GSLs concentration. GSLs biosynthesis is modulated at different developmental stages in radish^11,16,32^. In the present study, HPLC, RNA-seq, and RT-qPCR showed that vernalization reduced the GSLs content of the leaves and roots of radish plants compared with that of non-vernalized plants.

Particularly, the results of the study showed that GRH was the most abundant aliphatic GSLs in the roots and leaves of 2–12-weeks-old plants (Fig. 3). GSLs and some of their hydrolyzed products are known to exert anti-pathogenic activity during biotic stresses as well as anti-carcinogenic effects against human cancer cells. For instance, glucoraphanin (GRA) and its hydrolyzed product, sulforaphane (SFA), which are the primary GSLs in broccoli, have been reported to possess anticarcinogenic effect^33^. However, whether GRH and its hydrolyzed products, which were detected in radish, possess anti-pathogenic effects against insect or pathogens and their roles in human health is subject to further studies.

Interestingly, it was observed that although the expression of *RsGRS1* was higher in the leaves than in the roots, concentration of GRH was significantly higher in the roots than in the leaves of both non-vernalized and vernalized plants (Fig. 7C,D). Previous studies suggested that GRH biosynthesis occurs in leaf tissue, but is translocated and accumulated in the root tissue in radish^11,12,34^. Based on this, we speculated that although *RsGRS1* was highly activated to synthesize GRH in the leaf tissue, the synthesized GRH was translocated to the root tissue, possibly by glucosinolates transporters (GTRs), resulting in high amounts of GRH in root of radish. However, this hypothesis is subject to further studies.

In *Arabidopsis*, vernalization increases flowering by inhibiting the expression of *FLC* gene, a potent floral repressor^27^. Suppression of *FLC* by vernalization is accompanied with epigenetic histone modifications, particularly deposition of repressive histone marks like H3K27me3 on *FLC* chromatin during vernalization.

A group of R2R3-MYB family transcription factors (TFs) are involved in the biosynthesis of aliphatic and indolic GSLs^35–37^. It has been previously reported that prolong exposure to cold conditions suppressed the expression of *MYB28* and *MYB29* in *Brassica rapa*^38^. Similarly, in the present study, the expression profiles of homologs of *RsMYB28* and *RsMYB29* (other than *RsMYB28b*) controlling aliphatic GSLs biosynthesis were significantly downregulated during and after vernalization compared with that of non-vernalized plants (Figs. 6A, 5C,D). 

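In V against BV, 4 of the 5 MYB28 and MYB29 homologs were higher (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the change of the fifth, *RsMYB29a*, did not pass the threshold. In AV against V, *RsMYB28a*, *RsMYB28c*, *RsMYB29a*, and *RsMYB29b* had log2 fold changes of -1.60, -2.70, -3.24, and -3.80 (adjusted p = 5e-06, 3.22e-07, 1.97e-07, and 4.51e-08 from the same edgeR test).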

As shown in Fig. 7E that *RsGRS1* is suppressed during vernalization via epigenetic modification, it is possible that vernalization might also target these *RsMYB* TFs as well as other GSLs pathway genes to modulate aliphatic GSLs biosynthesis. Therefore, future studies should clarify whether the *RsMYB* TFs and other GSLs biosynthetic genes undergo epigenetic modification(s) during vernalization.

Consistent with the decrease in the expression of *RsMYB28s* and *RsMYB29s* TFs in aliphatic GSLs pathway during vernalization, the expression profiles of most genes related to GSLs biosynthesis were significantly downregulated in the aliphatic GSLs pathway after vernalization, (Fig. 6A)*.* Although, the upstream regulator(s) responsible for activating these *MYB* TFs were not identified in the present study, *VERNALIZATION INSENSITIVE 3* (*VIN3*) gene was identified in Arabidopsis mutant as a upstream promoter of these *MYB* TFs^39,40^. 

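After vernalization, 8 of 10 side-chain elongation genes, 17 of 19 core structure genes, and 2 of 8 secondary modification genes of the aliphatic pathway were lower in AV than in BV (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The only gene of these steps that was higher in AV than in BV was *RsAOP1* (log2 fold change 0.87, standard error 0.28, adjusted p = 0.0222), whose call was lost without BV replicate 1 or BV replicate 2.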

VIN3 encodes a PHD-finger domain protein and play a pivotal role in vernalization response in Arabidopsis^27,28^. Therefore, future studies should attempt to identify upstream factor(s) controlling these GSLs-related MYB TFs in radish.

There was a decrease in the GRH content of the plants and an increase in the GRE content during vernalization (Fig. 3A), which could be due to the conversion of GRH to GRE during vernalization. Studies have shown that FMOgs-OXs catalyzes the conversion of methylthioalkyl (GRH) to methylsulphinyl butyl (GRE)^41,42^. Till date, six *FMOgs-OXs* homologs (*FMOgs-OX1-1, FMOgs-OX1-2, FMOgs-OX2-1, FMOgs-OX2-2, FMOgs-OX5-1,* and *FMOgs-OX5-2*) have been identified in radish genome (Supplementary Table S1), among which five were expressed and quantified in the presents study (Fig. 6A and Supplementary Fig. S6). Vernalization decreased the expression of most *FMOgs-OXs* except *FMOgs-OX5-1*. In contrast, there was an increase in the expression of *FMOgs-OX5-1* during vernalization (Fig. 6A and Supplementary Fig. S6). Considering that the concentration of GRE was gradually increased during vernalization, it is possibly that *FMOgs-OX5-1* was responsible for the increase. Moreover, since GRE can be further converted to isothiocyanate which exerts defense against biotic stresses (i.e. insect, herbivore, and pathogen attacks)^43–45^, increased GRE might contribute to the establishment of preliminary defense system. However, the functions of *FMOgs-OX5-1* in vernalization response is subject to further studies.

Although vernalization promotes flowering, it is considered a cold stress. It has been reported that short-term cold stress can reduce the total GSLs content of kale^46^. Similarly, the results of the present study showed that vernalization decreased the total GSLs content of radish, indicating that cold stress whether short- or long-term could cause a decrease in GSLs content of plants. Plants might use their limited energy and resources to cope with cold stress, at least partly by decreasing the production of GSLs, which is necessary for defense against insect or pathogens. It is reasonable speculation because most of insects and pathogens are not active during winter cold season. This indicate that GSLs are not involved in cold stress response in radish plants.

In conclusion, we reported that vernalization reduced the total GSLs contents of the roots and leaves of radish. Additionally, vernalization suppressed the biosynthesis of both aliphatic and indolic GSLs via the modulation of the transcription of GSLs metabolic genes.

## Materials and methods

### Plant growth and vernalization treatment

The seeds of radish cv. Taebaek was kindly gifted from Syngenta Korea Co in South Korea. Seeds were germinated on wet filter paper and incubated in the dark at 28 ± 1 °C overnight. Germinated seedlings were sown in pots in a greenhouse for vegetative growth. Four weeks after planting, the seedling was separated into two treatment groups: vernalized (V; cold temperature) and non-vernalized control (NV; greenhouse-ambient temperature) groups. For the vernalized group, the seedlings were transferred and grown in a cold room (temperature, 4 ± 1 °C; relative humidity, 80 ± 10%) under an 8-h light/16-h dark photoperiod (sodium light) for 4 weeks. For the non-vernalized control group, the seedlings were grown in the greenhouse at 22 ± 1 °C during the night and 28 ± 1 °C during the day. After 4 weeks of cold treatment, the vernalized plants (8-weeks old) were transferred back into the greenhouse and grown under the same condition with the non-vernalized plants. Leaf and root samples were collected from three biological replicates of both vernalized and non-vernalized plants at 2, 4, 6, 8, 10, and 12 weeks of age and stored in a freezer at − 80 °C.

### Extraction and analysis of GSLs

Desulfo-GSLs (DS-GSLs) was extracted as described previously^11,47^. Briefly, fresh plant tissues were lyophilized using vacuum freeze dryer (Ilshin Lab, South Korea) and ground into fine powder for GSLs analysis. The lyophilized samples were incubated with 70% MeOH (10 ml) at 70 °C for 10 min to inhibit myrosinase activity. Thereafter, the extract was transferred into a polypropylene column (Thermo Scientific, USA) and allowed to react with 11.25 units of sulfatase for 12 h at 37 °C. After incubation, column was eluted gradually with 1.5 ml deionized water and evaporated by speed vacuum afterwards. The DS-GSLs was redissolved in 1 ml HPLC water (Fisher scientific, USA), filtered using 0.45 μm PVDF membrane (Biofact, Korea), and transferred into HPLC vial.

The DS-GSLs were separated and analyzed as previously described using Dionex Ultimate 3000 ultra-high performance liquid chromatography (U-HPLC) systems (Thermo Scientific, USA)^11,47^. The DS-GSLs were separated on a C18 reverse phase column (Zorbax XDB-C18, 4.6 × 250 mm^2^, 5 μm particle size, Agilent, USA) with a water (Fisher Scientific, USA) and acetonitrile (Honeywell, USA) gradient system. Samples (20 µL) of DS-GSLs were injected at flow rate 1.0 mL min^−1^ and analyzed using diode array detector at 229 nm. Peaks representing different GSLs compounds were identified using standard compounds (Sigma-Aldrich, USA), and sinigrin was used for relative quantification as previously reported^16^. The contents were analyzed independently with three biological replicates and presented as micromoles per kilogram dry weight (nmol/g DW).

### Total RNA extraction and RNA Sequencing

Total RNAs from leaf and root tissues of radish were isolated using TRIzol reagent (Invitrogen, USA), according to the manufacturer’s instructions. Total RNA was treated with DNaseI (Sigma-Aldrich, USA) to remove residual genomic DNA, and purified using NucleoSpin RNA Clean-up Kit (Macherey–Nagel, Germany) to remove unwanted materials. For the analysis, samples from 4-, 8-, and 10-weeks old radish were classified as before vernalization (BV), vernalization (V), after vernalization (AV), respectively.

### RNA-Seq library construction and Illumina sequencing

For each time point (BV, V, and AV), three biological replicates were collected and ground in liquid nitrogen for total RNA extraction. Total RNAs were isolated using the RNeasy mini kit (Qiagen, USA). Illumina cDNA libraries were constructed using TruSeq Stranded mRNA LT Sample Prep Kits (Illumina, Inc., USA), according to the manufacturer’s instructions. Sequencing of the cDNA libraries was performed by Macrogen Inc. (Republic of Korea) on an Illumina platform using Illumina NovaSeq6000 system.

### Sequence alignment and analysis

Prior to alignments of RNA-seq reads to the Radish reference genome (http://www.nodai-genome-d.org/), quality of raw reads was evaluated with the FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for quality assessment^48,49^. Based on the FastQC results, individual reads were trimmed and quality-filtered using fastx-trimmer software (http://hannonlab.cshl.edu/fastx_toolkit/)^50^. Trimmed reads with more than 95% portion Q > 30 were aligned using Tophat2 software with default parameters^51^. Aligned reads were converted to digital counts using HTseq-count and further analyzed to identify differentially expressed genes (DEGs) using edgeR^52^. Hierarchical clustering analysis of DEGs was performed using Python-based in-house script. Multi-dimensional Scaling (MDS) plot and correlation heatmap were generated using R software (ver. 3.6.0) (https://www.r-project.org/). Venn diagram data was generated using VENNY webtool (version 2.1.0) (https://bioinfogp.cnb.csic.es/tools/venny/)^53^. Heatmap analysis was performed using multi experiment viewer (MEV) program (ver 4.9.0)^54^.

### Radish glucosinolates (GSLs) biosynthetic genes and related MYB transcription factors

To get information on radish genes involved in the glucosinolates (GSLs) biosynthesis and related MYB transcription factors, we first got sequence information of Arabidopsis GSL pathway genes from Arabidopsis genome database (www.arabidopsis.org). A total of 55 *Arabidopsis* GSL pathway genes including MYB transcription factors were collected and used to obtain radish homologs by the blast search program in a radish genome database (www/nodai-genome-d.org/). A total of 93 radish GSL pathway genes were identified and listed in the Supplementary Table S1.

### Quantitative RT-PCR

Gene expression analysis was performed as previously described^11^. The first-strand cDNA was synthesized using AccuPower RT-Premix (Bioneer, Korea), according to the manufacturer’s instruction. RT-qPCR was determined on ABI PRISM 7500 Real-Time PCR system (Life Technologies, USA). Gene expression analysis was performed using Accupower 2 × Greenstar qPCR Master Mix (Bioneer, Korea) with three technical replicates. The relative expression of each gene was obtained by normalization to the *ACTIN* reference gene. Primer pairs used in this study are listed described in Supplementary Table S4.

### Chromatin immunoprecipitation (ChIP)-qPCR analysis

Seedlings were cross-linked with 1% formaldehyde solution under vacuum for 25 min, then terminated by addition of 0.125 M glycine. Cross-linked seedlings were dried and then frozen in liquid nitrogen. ChIP experiment was performed as previously reported^51^. Ten micrograms of monoclonal antibody against H3K27me3 histone mark (ab6002, Abcam, United Kingdom) were used for individual ChIP sample. Aliquots of immunoprecipitated and eluted input DNAs were used for qPCR analysis.

### Statistical analysis

Statistical analysis of data obtained in the study was performed using SAS statistical software v. 9.4 (SAS Institute Inc., Carry, NC, USA). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

## Supplementary Information

Supplementary Information.

## Data Availability

The transcriptome data analyzed in this study can be found in the Gene Expression Omnibus (GEO accession number GSE182885).

## Abbreviations

PGT: Progoitrin
GER: Glucoerucin
GRH: Glucoraphasatin
GRE: Glucoraphenin
GRA: Glucoraphanin
SFA: Sulforaphane
TFs: Transcription factors family
GRS1: Glucoraphasatin synthase 1
FLC: Flowering locus C
*FMOgs-OXs*: Flavin monooxygenase
UHPLC: Ultra-high performance liquid chromatography
RT-qPCR: Quantitative reverse transcription PCR

# Supplementary material for: Transcriptomic and metabolic analyses revealed the modulatory effect of vernalization on glucosinolate metabolism in radish (Raphanus sativus L.)
**Source:** Sci Rep. 2021 Dec 15;11:24023. doi: 10.1038/s41598-021-03557-5
**Supplement:** Supplementary file 1 — Supplementary Information.

***Supplementary Information***

Article title: **Transcriptomic and metabolic analyses revealed the modulatory effect of vernalization on glucosinolate metabolism in radish (*Raphanus sativus* L.)**

Authors: Adji Baskoro Dwi Nugroho^1^, Sangwoo Lee^1^, Aditya Nurmalita Pervitasari^1^, Heewon Moon^1^, Dasom Choi^1^, Jongkee Kim^1^, Dong-Hwan Kim^1,2^*

The following Supplementary Information is available for this article:

**Supplementary Figures**

**Supplementary Fig. S1** U-HPLC chromatogram of GSLs in leaves and roots of vernalized and non-vernalized radish. 1, progoitrin (PGT); 2, glucoraphanin (GRE); 3, 4-hydroxyglucobrassicin (4-HGB); 4, glucoerucin (GER); 5, glucoraphasatin (GRH); 6, glucobrassicin (GBS); 7, 4-methoxyglucobrassicin (4-MTGB).

**Supplementary Fig. S2** U-HPLC chromatogram of glucosinolates (GSLs) standard compounds. 1, Progoitrin (PGT); 2, glucoraphanin (GRA); 3, glucoraphanin (GRE); 4, sinigrin (SIN); 5, glucoalyssin (GAS); 6, gluconapin (GNP); 7, 4-Hydroxyglucobrassicin (4-HGB); 8, glucobrassicanapin (GBN); 9, glucoerucin (GER); 10, glucoraphasatin (GRH); 11, glucobrassicin (GBS); 12, 4-methoxyglucobrassicin (4-MTGB); 13, gluconasturtiin (GNT); 13, neoglucobrassicin (NGB).

**Supplementary Fig.** **S3** Comparison of the total GSLs content of the leaves (A) and roots (B) of vernalized and non-vernalized radish plants. Data were presented as mean ± standard deviation (SD) (n=3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

**Supplementary Fig.** **S4** Dynamic changes in the aliphatic and indolic GSLs contents of the leaves and roots of vernalized and non-vernalized radish plants. Data were presented as mean ± standard deviation (SD) (n=3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

**Supplementary Fig. S5** Profiling of RNA-Seq libraries. **(A)** MDS plot analysis for nine RNA-seq libraries. The color of square, circle, triangle corresponds to different vernalization time point (black: non-vernalized, green: vernalized, red: after vernalized). Multi-dimensional Scaling (MDS) plot was generated using R software (ver 3.6.0) (<https://www.r-project.org/>). **(B)** PlotSmear analysis showing differentially expressed genes. X -axis is the log2 value of read counts per million (CPM). Y -axis is log2 fold change (FC). Black dots represent the genes with no significant differential expression. Red dots represent significantly differentially expressed genes. PlotSmear was generated using R software (ver. 3.6.0) (<https://www.r-project.org/>).

**Supplementary Fig. S6** Quantification of RNA-seq reads counts in five *RsFMOgs-oxs (RsFMOgs-ox1-1, RsFMOgs-ox1-2, RsFMOgs-ox2-1, RsFMOgs-ox2-2,* and *RsFMOgs-ox5-1)* among three different time point. Data were presented as mean ± standard deviation (SD) (n=3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

**Supplementary Tables**

**Supplementary Table S1** Total 93 GSL metabolic pathway related genes in radish.

**Supplementary Table S2** Expression profiles of 93 GSL metabolic genes in non-vernalized and vernalized radish

**Supplementary Table S3** Total reads and mapped reads on the radish reference genome

**Supplementary Table S4** List of primers used in this study

**Supplementary Table S5** List of standard compounds of aliphatic GSL that used in this study

**Supplementary Fig. S1**

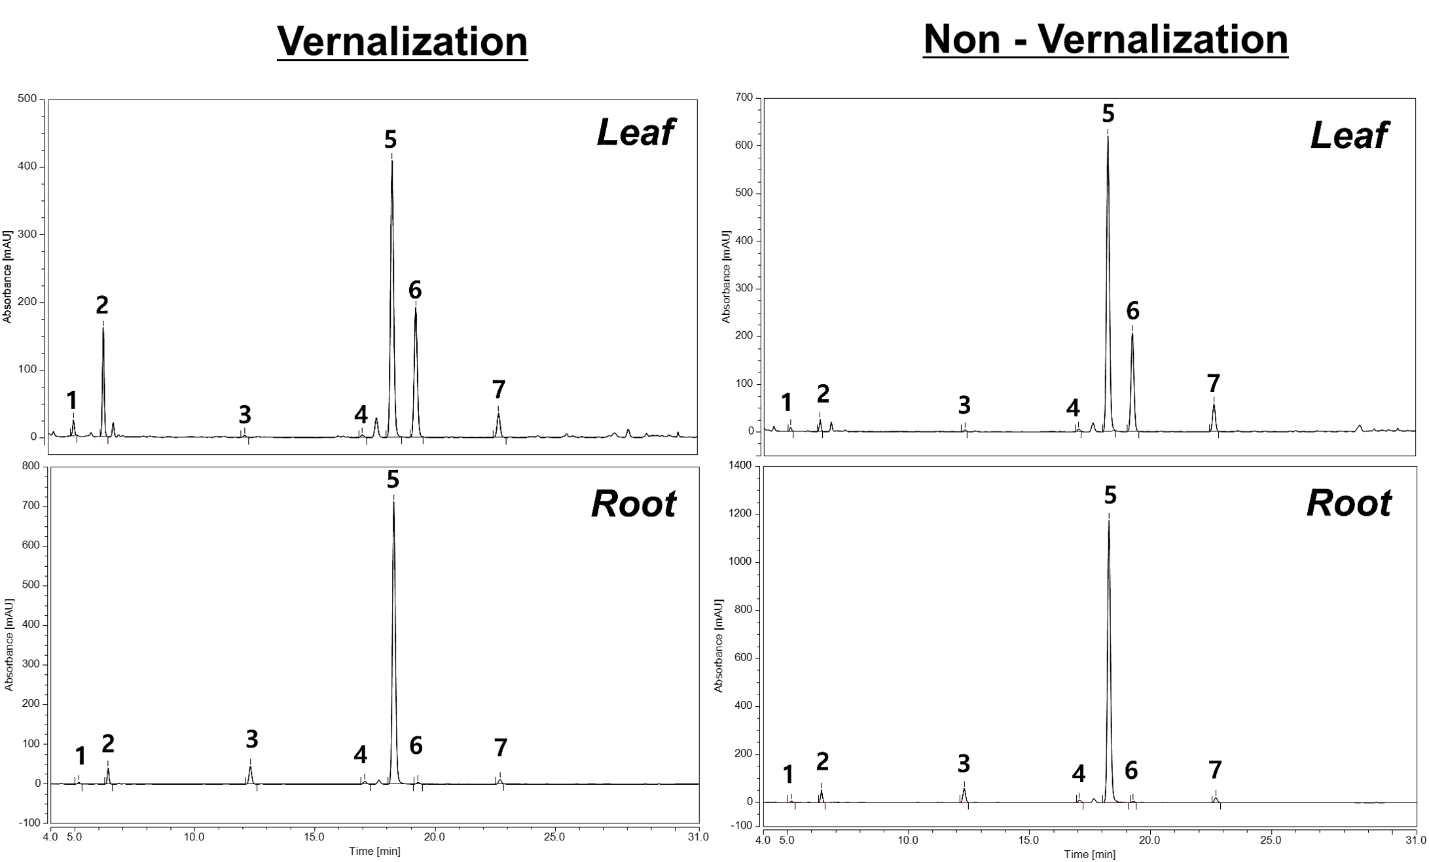

**Supplementary Fig. S1** U-HPLC chromatogram of GSLs in leaves and roots of vernalized and non-vernalized radish. 1, progoitrin (PGT); 2, glucoraphanin (GRE); 3, 4-hydroxyglucobrassicin (4-HGB); 4, glucoerucin (GER); 5, glucoraphasatin (GRH); 6, glucobrassicin (GBS); 7, 4-methoxyglucobrassicin (4-MTGB).

**Supplementary Fig. S2**

**
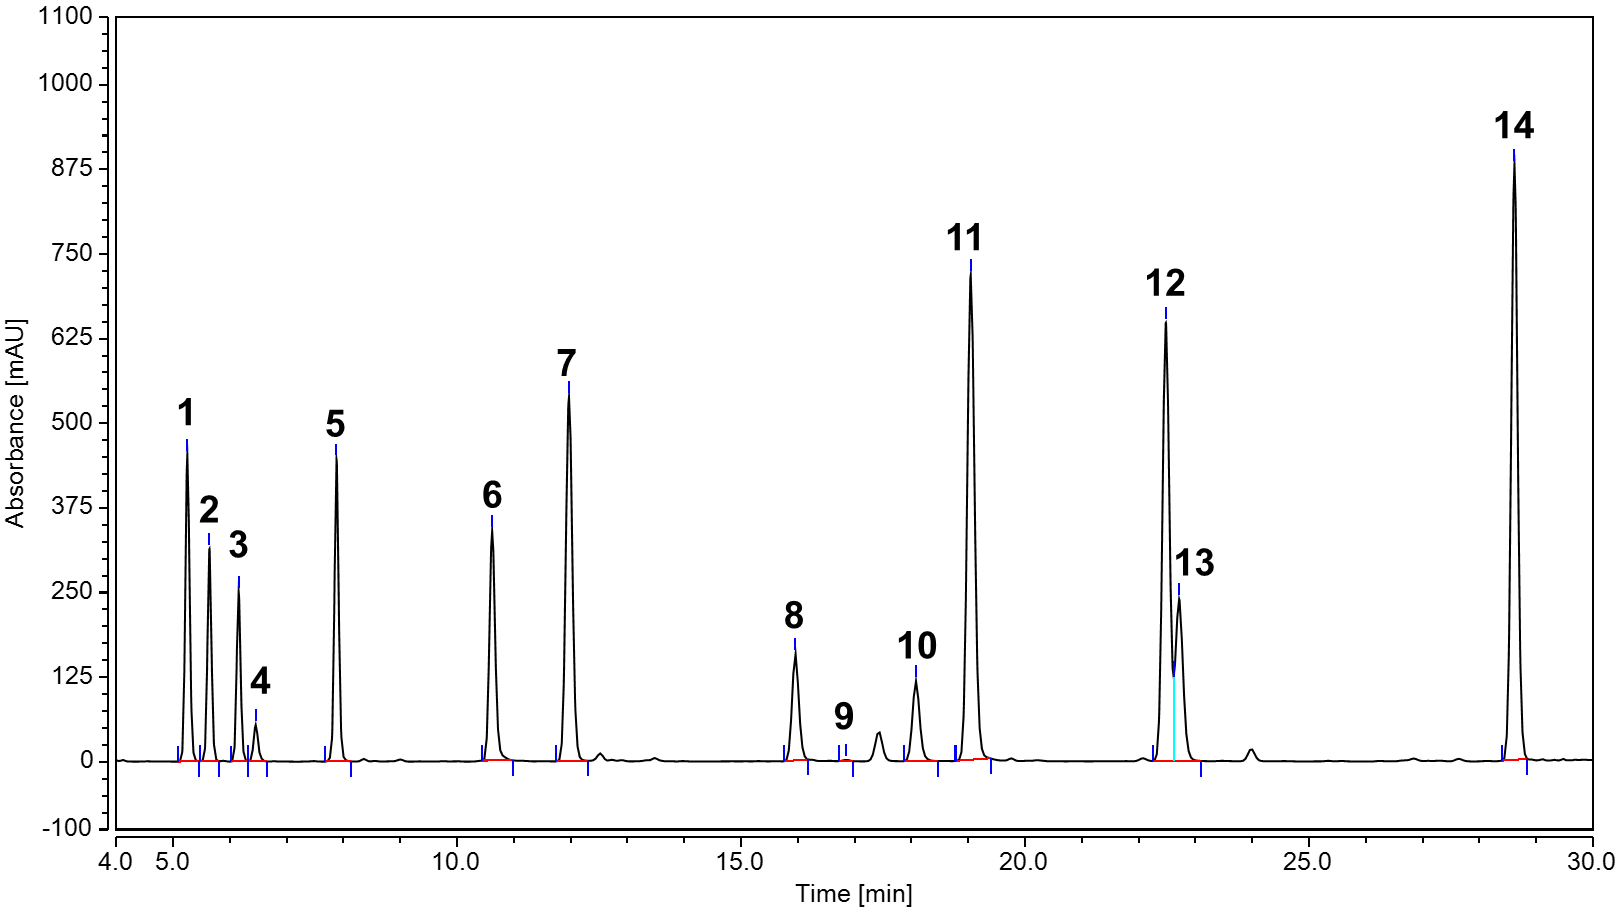
**

**Supplementary Fig. S2** U-HPLC chromatogram of glucosinolates (GSLs) standard compounds. 1, Progoitrin (PGT); 2, glucoraphanin (GRA); 3, glucoraphanin (GRE); 4, sinigrin (SIN); 5, glucoalyssin (GAS); 6, gluconapin (GNP); 7, 4-Hydroxyglucobrassicin (4-HGB); 8, glucobrassicanapin (GBN); 9, glucoerucin (GER); 10, glucoraphasatin (GRH); 11, glucobrassicin (GBS); 12, 4-methoxyglucobrassicin (4-MTGB); 13, gluconasturtiin (GNT); 13, neoglucobrassicin (NGB).

**Supplementary Fig. S3**

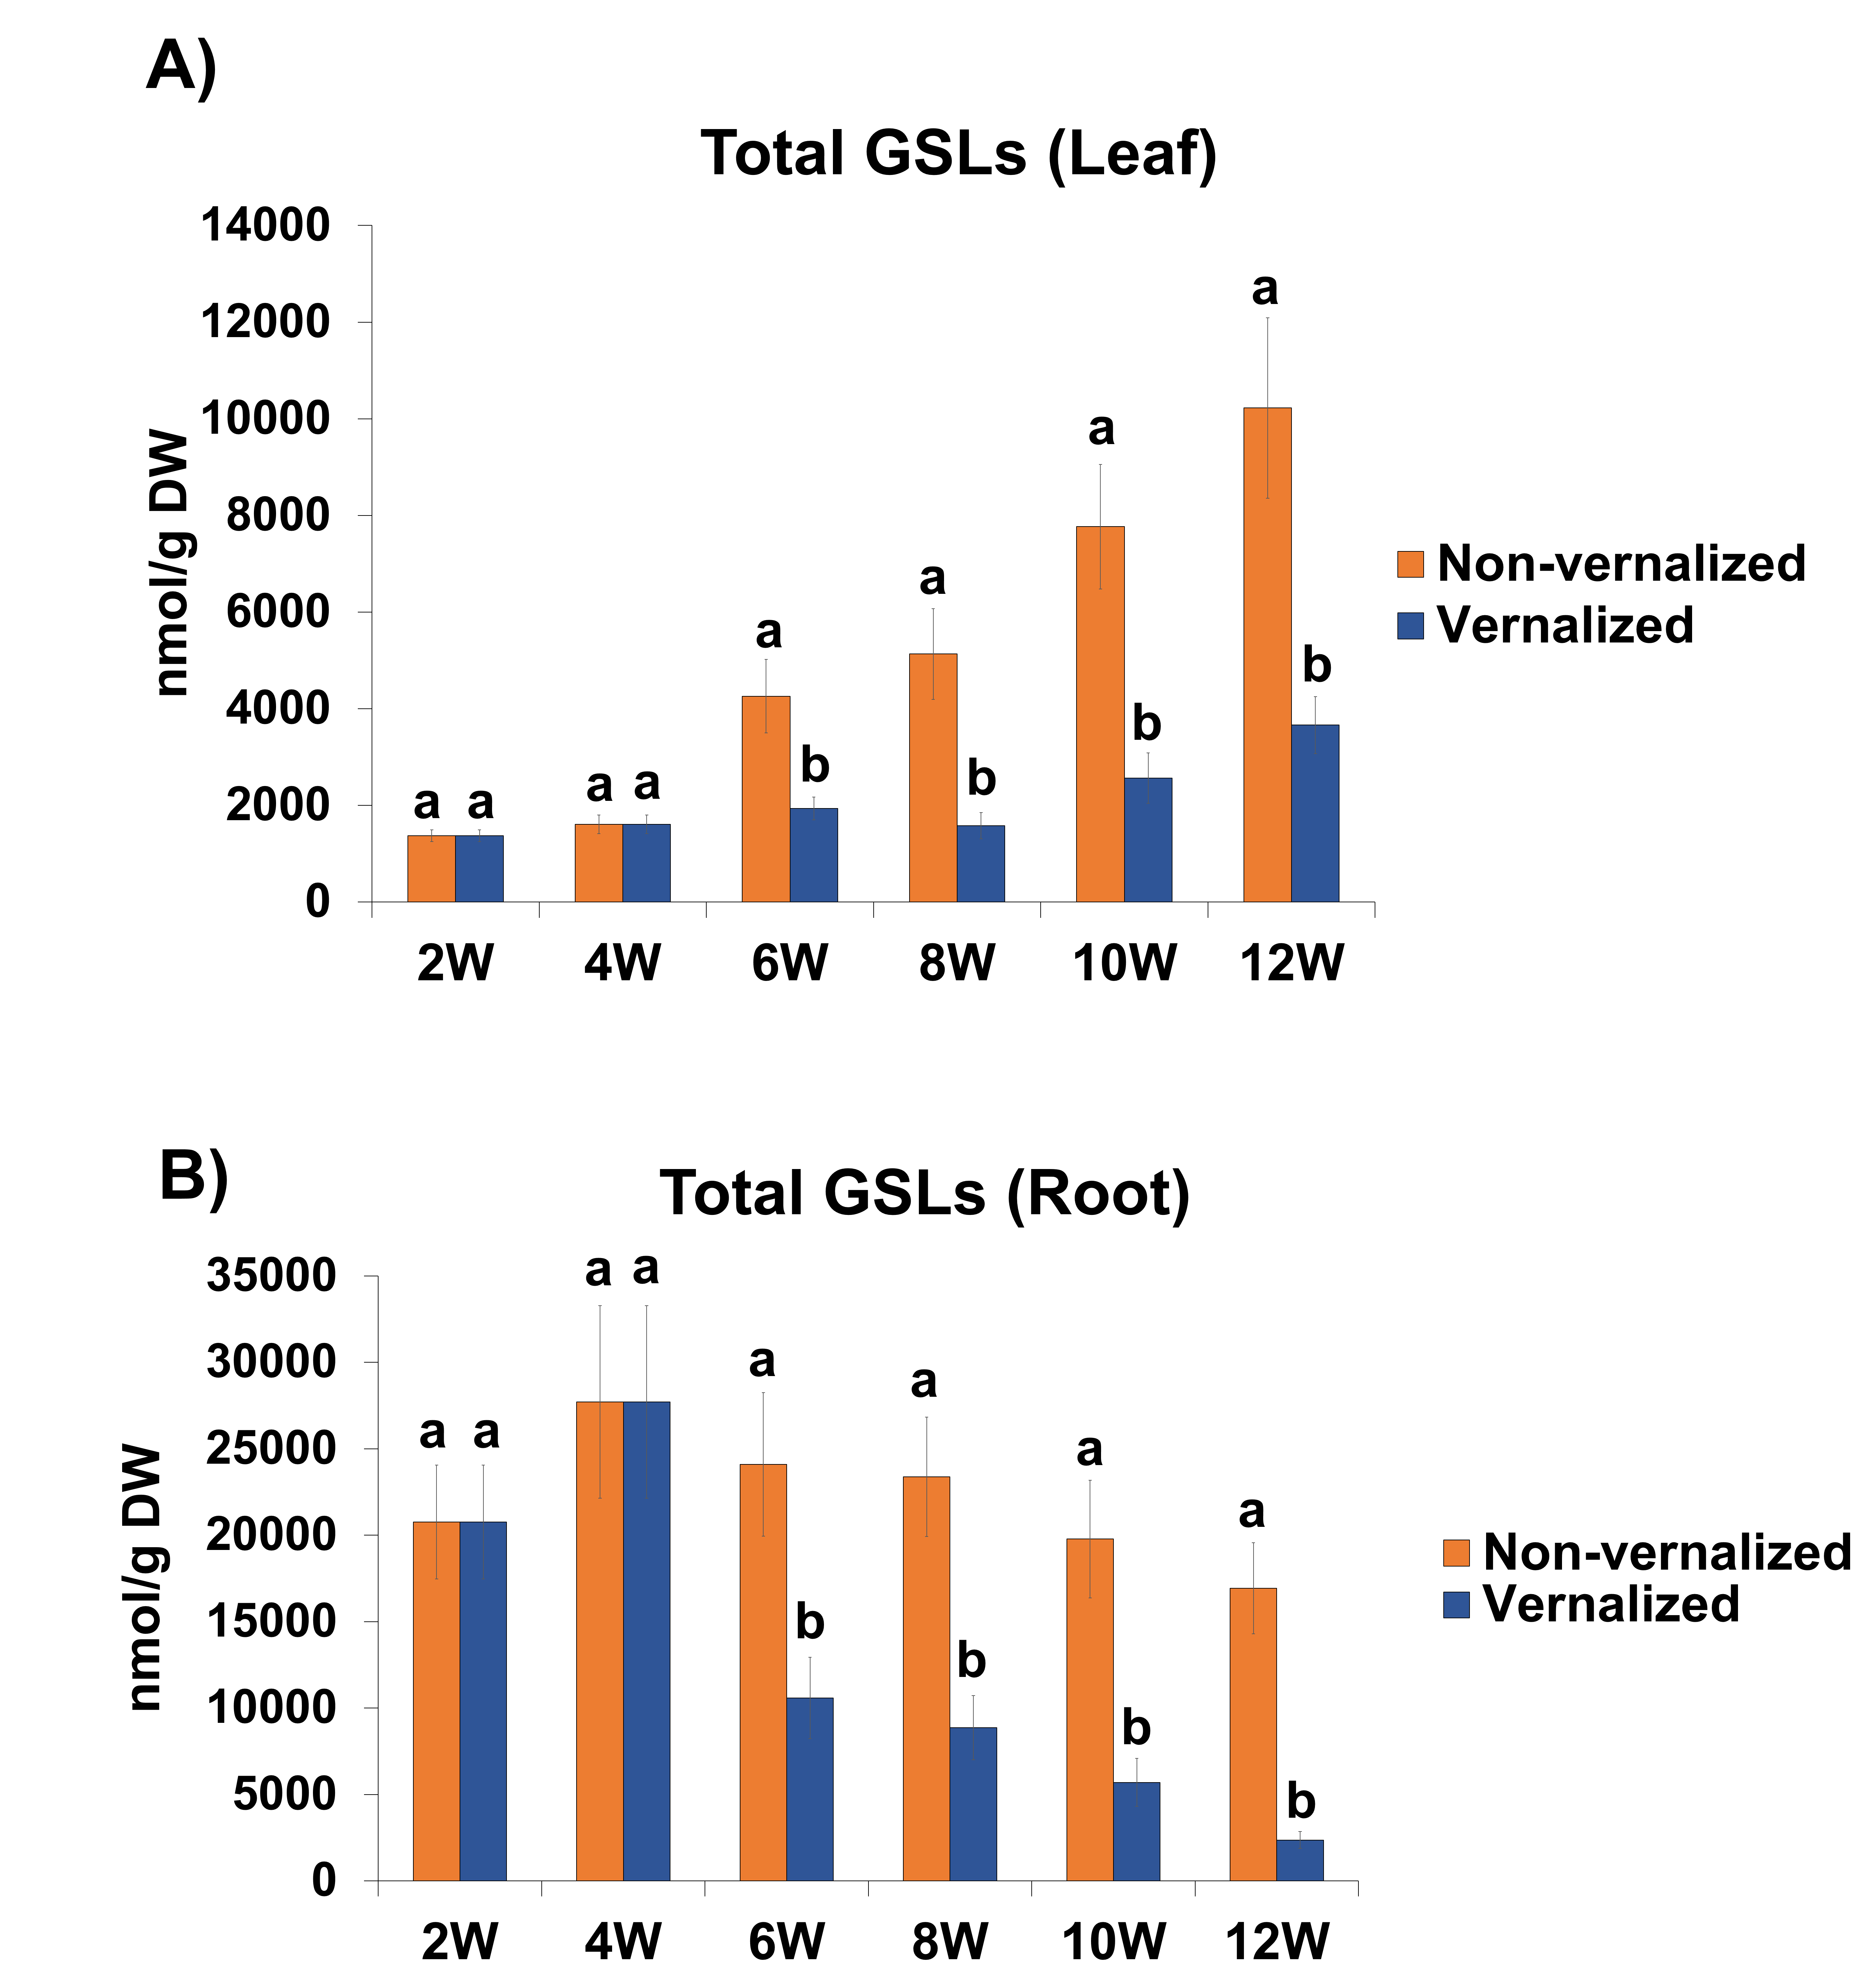

**Supplementary Fig. S3** Comparison of the total GSLs contents of the leaves **(A)** and roots **(B)** of vernalized and non-vernalized *R. sativus*. Data were presented as mean ± standard deviation (SD) (n=3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

**Supplementary Fig. S4**

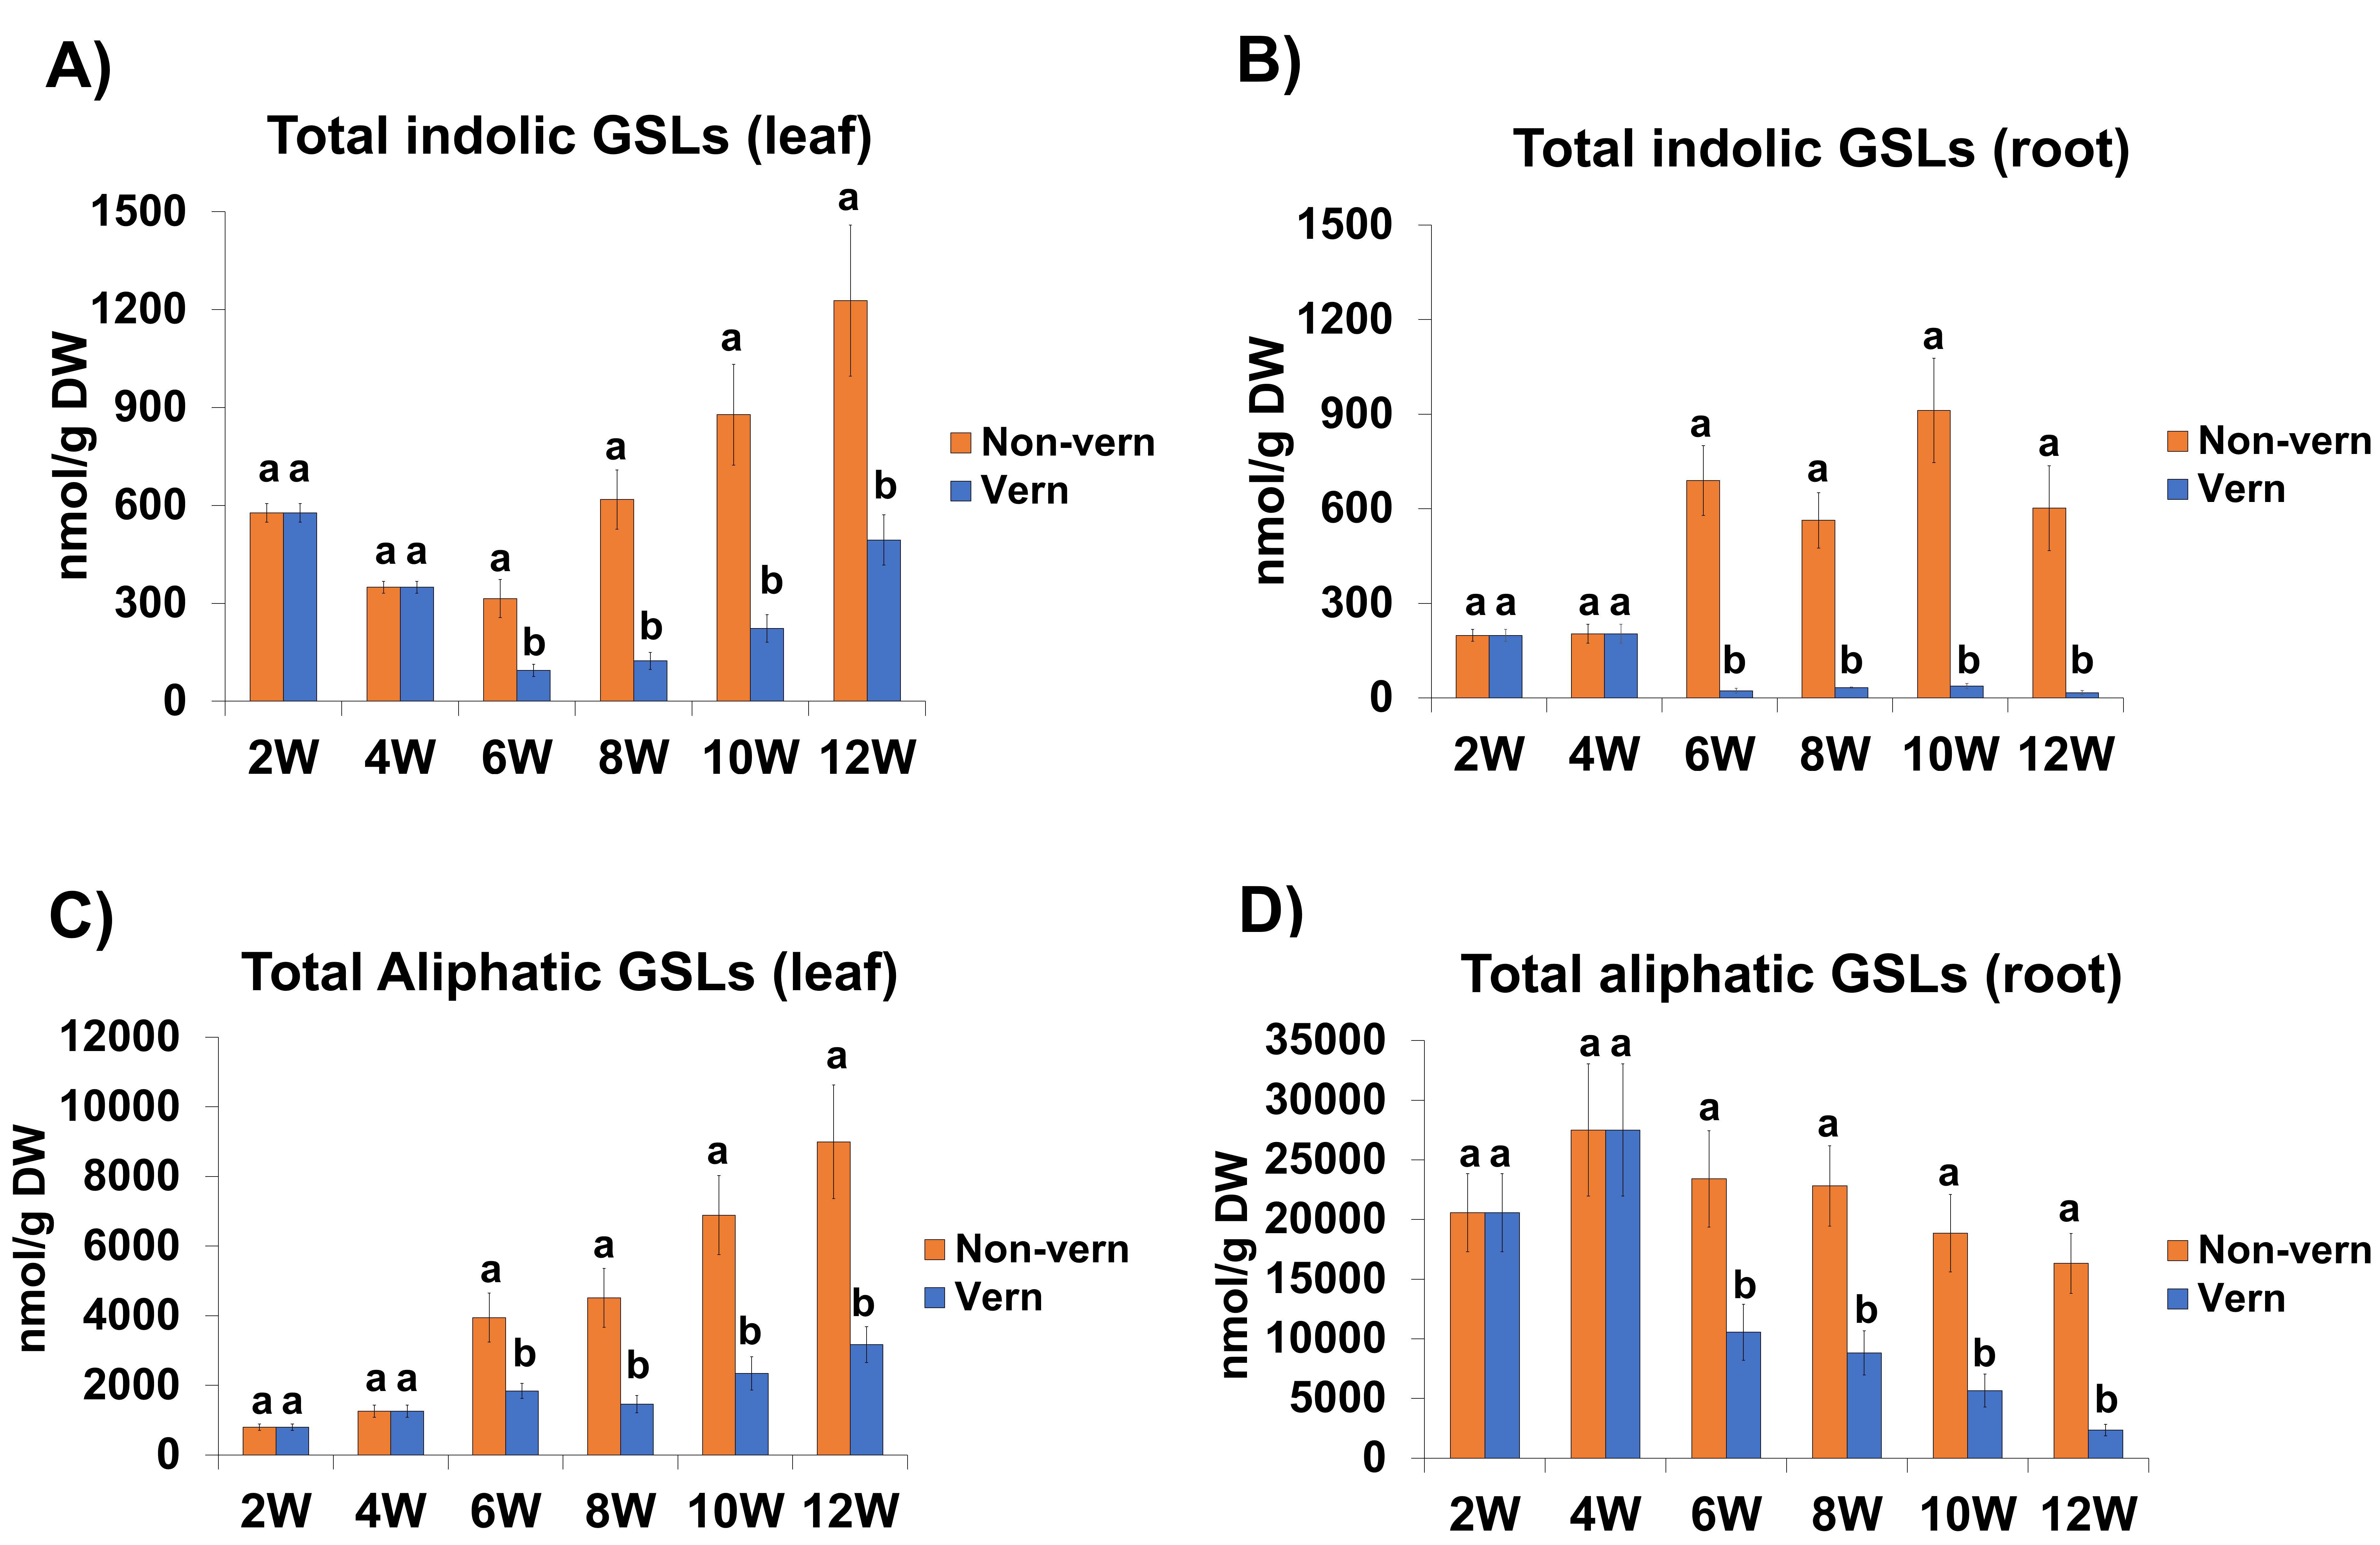

**Supplementary Fig. S4** Dynamic changes in the aliphatic and indolic GSLs contents of the leaves and roots of vernalized and non-vernalized radish plants. Data were presented as mean ± standard deviation (SD) (n=3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

**Supplementary Fig. S5**

**
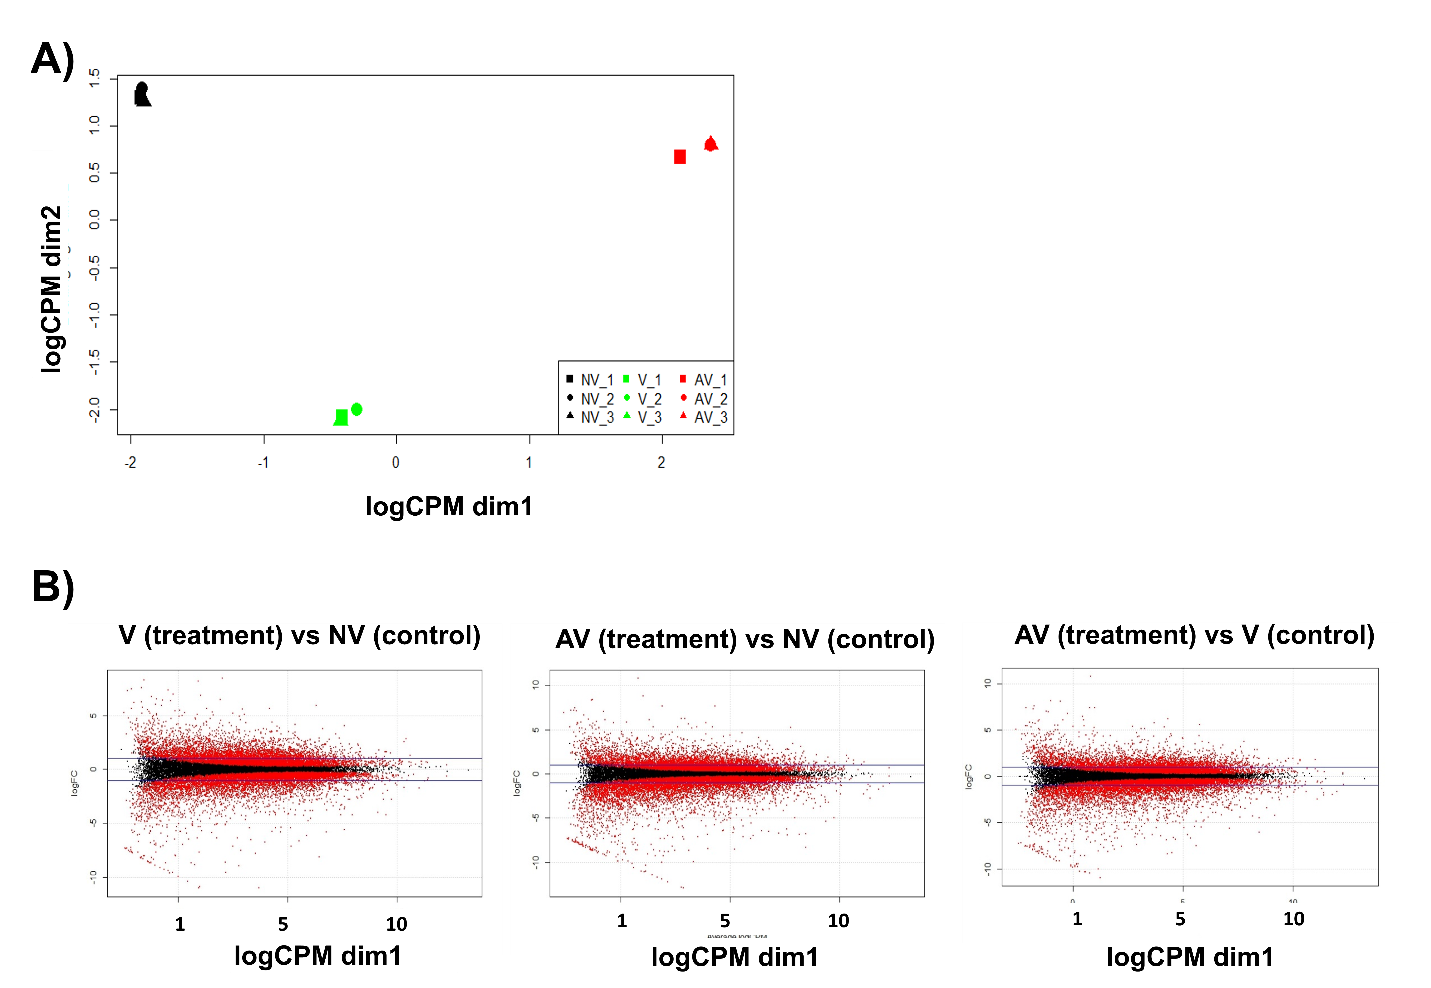
**

**Supplementary Fig. S5** Profiling of RNA-Seq libraries. **(A)** MDS plot analysis for nine RNA-seq libraries. The color of square, circle, triangle corresponds to different vernalization time point (black: non-vernalized, green: vernalized, red: after vernalized). Multi-dimensional Scaling (MDS) plot was generated using R software (ver 3.6.0) (<https://www.r-project.org/>). **(B)** PlotSmear analysis showing differentially expressed genes. X -axis is the log2 value of read counts per million (CPM). Y -axis is log2 fold change (FC). Black dots represent the genes with no significant differential expression. Red dots represent significantly differentially expressed genes. PlotSmear was generated using R software (ver. 3.6.0) (<https://www.r-project.org/>).

**Supplementary Fig. S6**

**
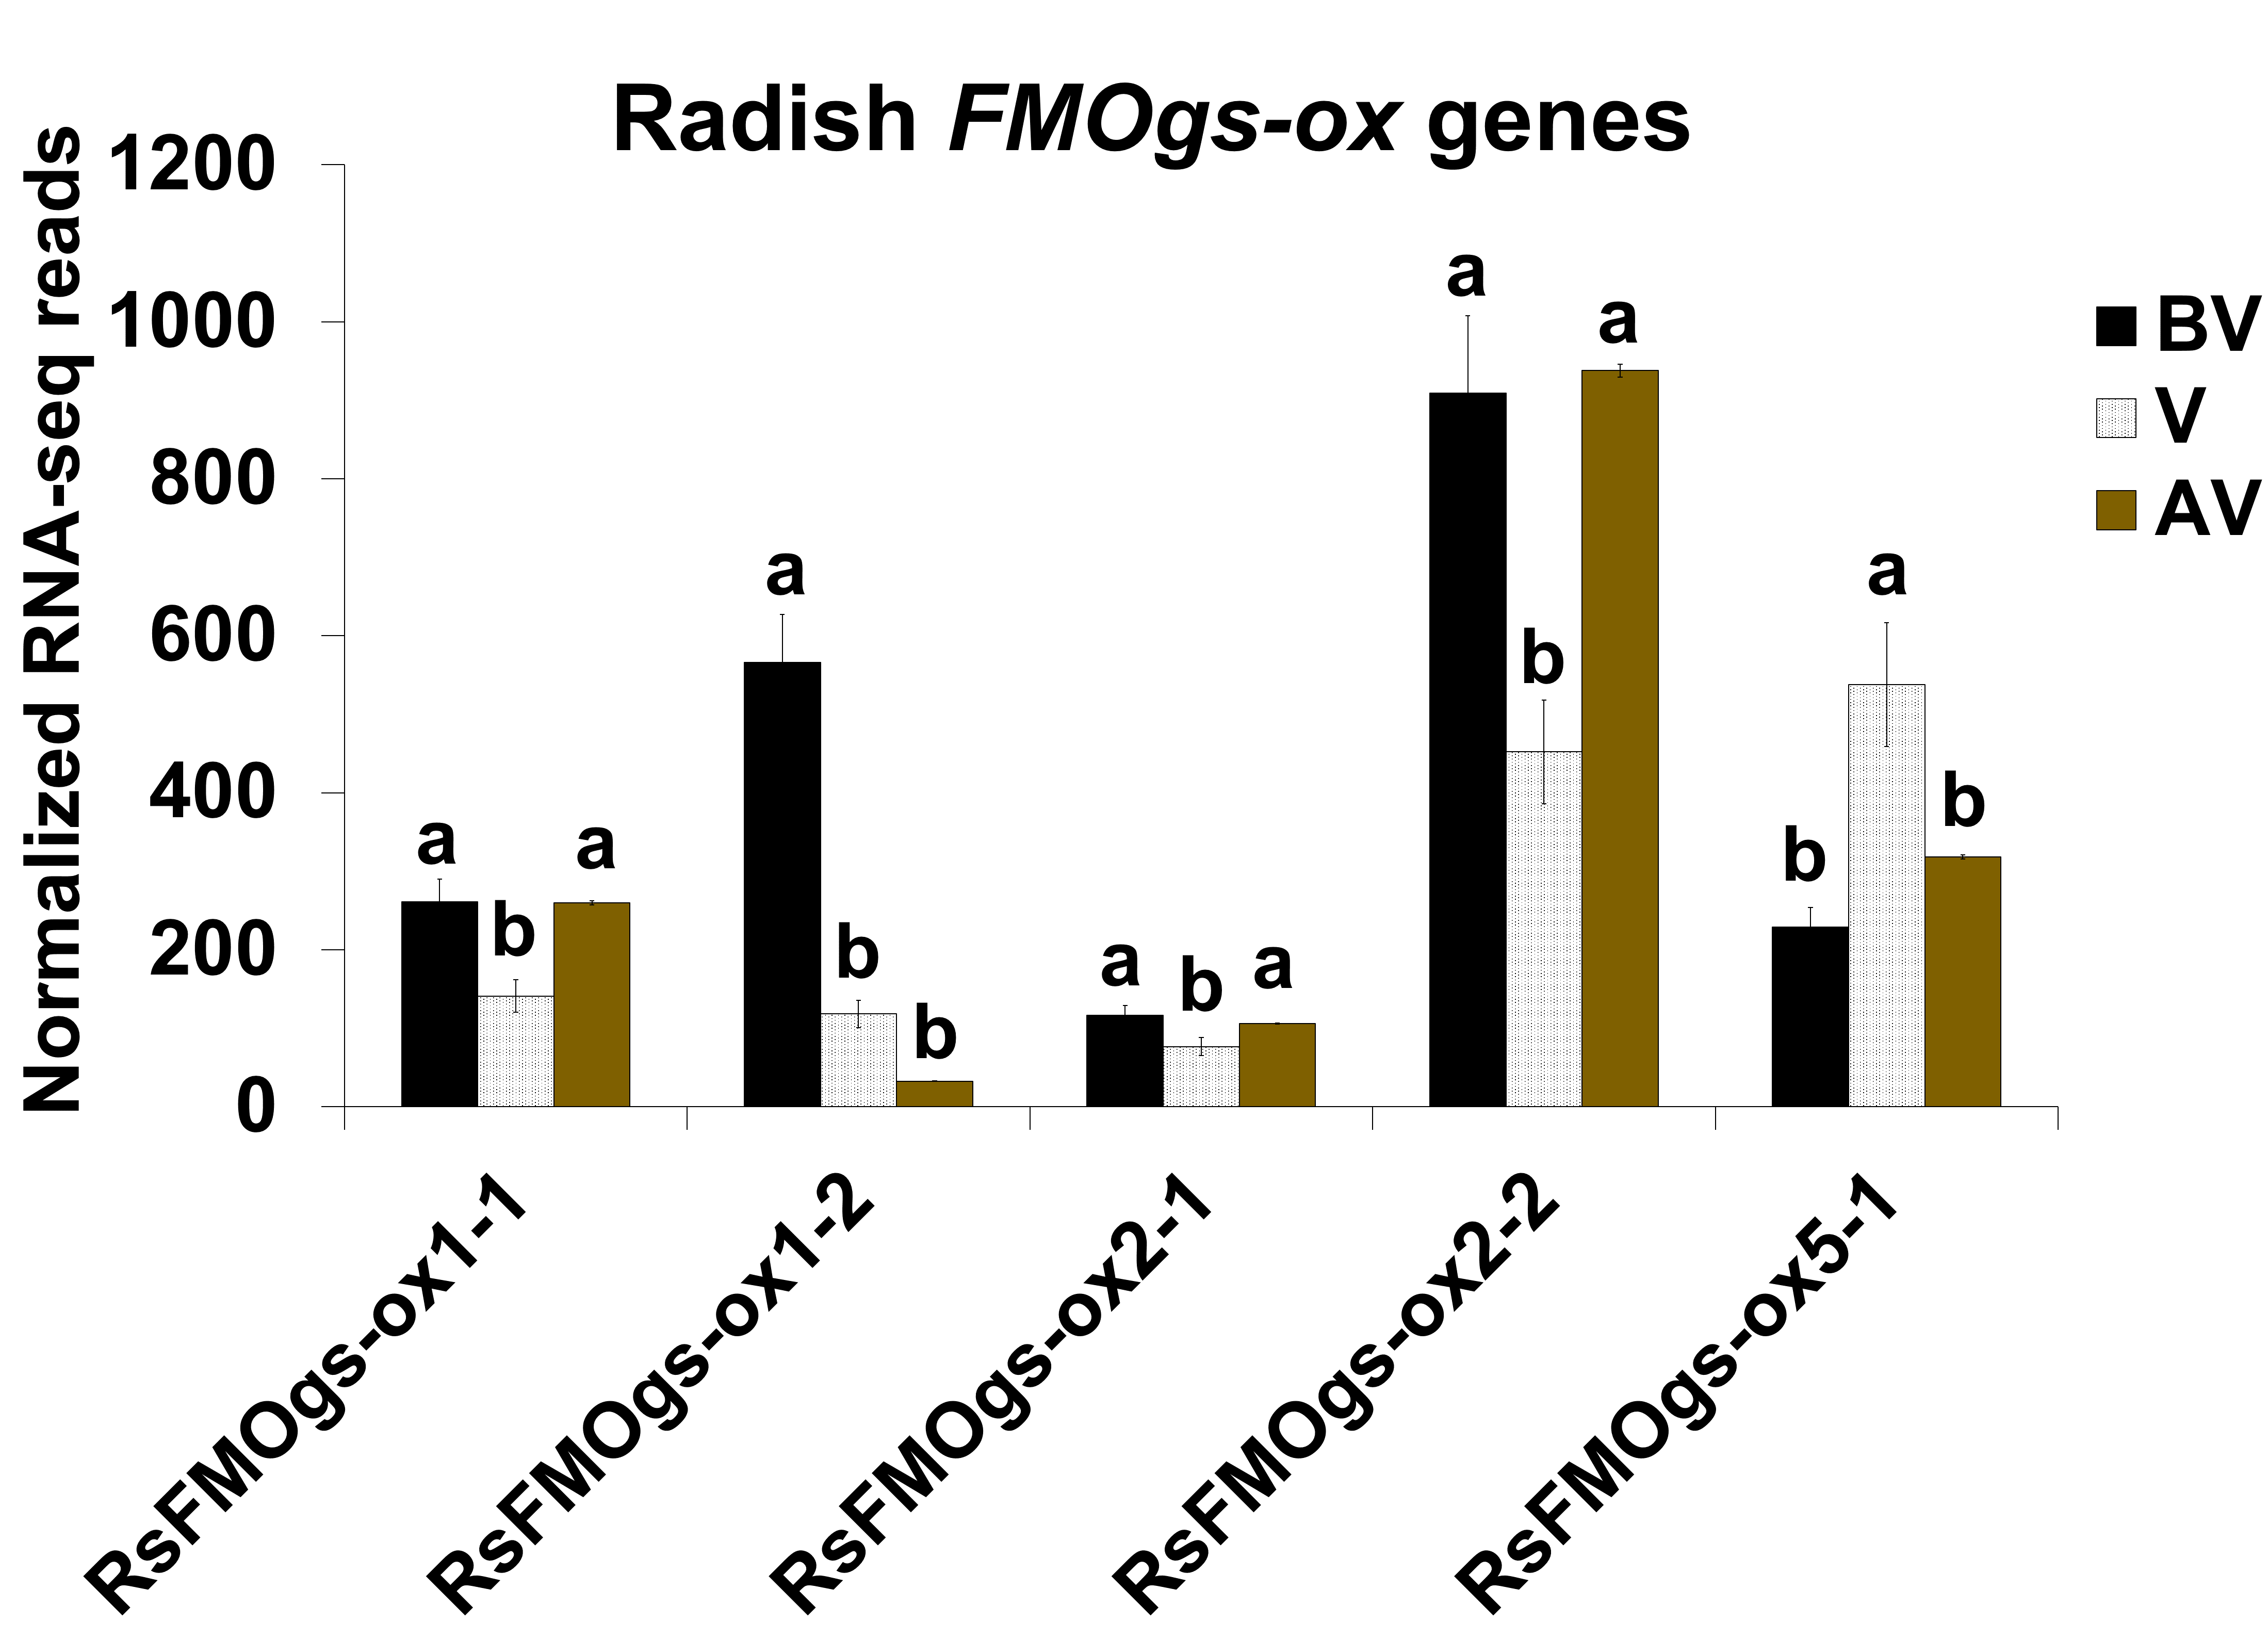
**

**Supplementary Fig. S6** Quantification of RNA-seq reads counts of five *RsFMOgs-oxs* (*RsFMOgs-ox1-1, RsFMOgs-ox1-2, RsFMOgs-ox2-1, RsFMOgs-ox2-2,* and *RsFMOgs-ox5-1*) at three time point (BV: before vernalized, V: vernalized, AV: after vernalized). Data were presented as mean ± standard deviation (SD) (n=3). Statistically significant differences were determined by one-way ANOVA and Tukey’s post hoc test (*p* < 0.05).

**Supplementary Table S1.** Total 93 GSL metabolic pathway related genes in radish.

**Supplementary Table S2.** Expression profiles of 93 GSL metabolic genes in non-vernalized and vernalized radish.

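Supplementary Table S2 lists values of the GSLs genes for the replicates of BV, V, and AV, and these values are the paper's. Of the 92 RSG identifiers that could be read, 85 have values, 7 have a dash in every replicate, and 11 have number signs in place of digits in 20 cells in all. Within a time point, the ratio between replicates in the table is the same for every gene, and for values of at least 100 it is equal to the ratio of the libraries' total counts to within 0.013%, except for AV replicate 2. The values of AV replicate 2 have the ratio of AV replicate 3's total and deviate by 0.239% from that of its own. The counts of the same genes in the count files vary between replicates by an amount that differs from gene to gene. The values and errors at the claims were computed from the count files, and the table was used only for the means of time points. These means were taken over the replicates with a value in both of the time points compared.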

**Supplementary Table S3.** Total reads and mapped reads on the radish reference genome.

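Supplementary Table S3 gives the reads of each library before counting and the share of them that aligned. The counts on genes divided by these reads were 0.525 for AV replicate 3 and between 0.402 and 0.424 for the other libraries.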

| **Sample ID** | **Total read bases (bp)** | **Total reads** | **Overall mapping rate (% of total reads)** | **GC(%)** | **AT(%)** | **Q20(%)** | **Q30(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| BV-1 | 6,307,102,285 | 62,494,762 | 84.70% | 47.029 | 52.97 | 98.52 | 95.253 |
| BV-2 | 5,139,338,352 | 50,917,048 | 81.00% | 46.551 | 53.45 | 98.535 | 95.268 |
| BV-3 | 6,134,760,276 | 60,774,622 | 81.40% | 47.54 | 52.46 | 98.597 | 95.475 |
| V-1 | 6,786,091,552 | 67,238,578 | 80.90% | 47.241 | 52.76 | 98.594 | 95.465 |
| V-2 | 5,306,160,447 | 52,561,526 | 81.10% | 47.17 | 52.83 | 98.669 | 95.58 |
| V-3 | 5,358,869,348 | 53,091,696 | 80.90% | 47.116 | 52.88 | 98.56 | 95.34 |
| AV-1 | 6,199,318,714 | 61,431,526 | 80.60% | 47.208 | 52.79 | 98.669 | 95.637 |
| AV-2 | 6,422,678,988 | 63,696,338 | 78.70% | 46.587 | 53.41 | 97.923 | 93.912 |
| AV-3 | 4,933,480,084 | 48,892,412 | 82.50% | 48.068 | 51.93 | 98.793 | 95.998 |

**Supplementary Table S4.** List of primers used in this study

| **Primer name** | **Sequence** | **Usage** |
| --- | --- | --- |
| RsACTIN_F | ATCAGGAAGGACTTGTACGGTAAC | RT-qPCR |
| RsACTIN_R | GCTGAGGGAAGCAAGAATGGAACC | RT-qPCR |
| RsGRS1_F | GTTCCTCCTGTCCCTGGATG | RT-qPCR |
| RsGRS1_R | ATGCGCTAGCACCCTATGCT | RT-qPCR |
| RsGRS1_promoter_F | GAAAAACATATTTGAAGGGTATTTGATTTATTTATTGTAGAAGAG | ChIP-qPCR |
| RsGRS1_promoter_R | GTAAGGTTATTTCGAGGTGGCACAAC | ChIP-qPCR |
| RsGRS1_TSS_F | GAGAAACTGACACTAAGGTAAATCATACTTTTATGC | ChIP-qPCR |
| RsGRS1_TSS_R | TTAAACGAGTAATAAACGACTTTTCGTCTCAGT | ChIP-qPCR |
| RsGRS1_Gene body_F | GCGTCAAGTCTCAGATGATGTTGGGC | ChIP-qPCR |
| RsGRS1_Gene body_R | CCAGGGACAGGAGGAACATCAAACC | ChIP-qPCR |
| RsACTIN_F | CAACTCTCCGGCTATGTATGTCGCTATCC | ChIP-qPCR |
| RsACTIN_R | CGTAGATCGGCACAGTGTGAGACAC | ChIP-qPCR |

**Supplementary Table S5.** List of standard compounds of aliphatic GSL used in this study

| **Compounds Name** | **Molecular Formula** | **Groups** | **Cat. No** |
| --- | --- | --- | --- |
| Progoitrin (PGT) | C_11_H_18_KNO_10_S_2_ | Aliphatic | 21087-77-4* |
| Glucoraphanin (GRA) | C_12_H_22_KNO_10_S_3_ | Aliphatic | 21414-41-5 |
| Glucoraphenin (GRE) | C_12_H_20_KNO_10_S_3_ | Aliphatic | 108844-81-1 |
| Sinigrin (SIN) | C_10_H_16_KNO9S_2_ | Aliphatic | 3952-98-5 |
| Glucoalyssin (GAS) | C_13_H_24_KNO_10_S_3_ | Aliphatic | 499-37-6 |
| Gluconapin (GNP) | C_11_H_18_KNO_9_S_2_ | Aliphatic | 245550-57-6 |
| Glucobrassicanapin (GBN) | C_12_H_20_KNO_9_S_2_ | Aliphatic | 245550-58-7 |
| Glucoerucin (GER) | C_12_H_22_KNO_9_S_3_ | Aliphatic | 15592-37-7 |
| Glucoraphasatin (GRH) | C_12_H_20_KNO_9_S_3_ | Aliphatic | 28463-23-2 |
| Glucobrassicin (GBS) | C_16_H_19_KN_2_O_9_S_2_ | Indolic | 4356-52-9 |
| 4-Methoxyglucobrassicin (4-MTGB) | C_17_H_21_KN_2_O_10_S_2_ | Indolic | 833327-21-3 |
| 4-Methoxyglucobrassicin (4-HGB) | C_16_H_19_KN_2_O_10_S_2_ | Indolic | 833327-20-2 |
| Neoglucobrassicin (NGB) | C_17_H_21_KN_2_O_10_S_2_ | Indolic | 5187-84-8 |
| Gluconasturtiin (GNT) | C_15_H_20_KNO_9_S_2_ | Aromatic | 18425-76-8 |

*All the GSLs standard compounds was purchased from Phytoplan (Germany), except the sinigrin that was purchased from Sigma-aldrich (USA).

How the deposited data were processed for this re-analysis (not part of the article)

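The RNA-seq data of leaf and root tissue of radish before (BV), during (V), and after (AV) vernalization were analysed. Total RNA of 3 biological replicates per time point was made into stranded mRNA libraries and sequenced on an Illumina NovaSeq system. The authors checked the reads with FastQC, trimmed them with fastx-trimmer, aligned them to the Nodai radish genome with Tophat2 at default parameters, and deposited the raw read counts per gene from HTSeq-count, without normalization. The paper's text does not name the versions of these tools or the strand and counting mode of HTSeq-count. Each of the 9 libraries lists 64657 genes by RSG identifiers, followed by HTSeq-count's totals of reads not assigned to a gene, which were left out. None of the RSG identifiers matched the table of RefSeq symbols (0 matches), no positions were at hand, and the symbols are those of Supplementary Table S1.

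The replicate numbers were taken from the sample labels, which call BV the non-vernalized group. The labels and the paper name no sequencing batch. The extraction protocol in the labels names whole seedlings, whereas the paper names leaf and root tissue. The design text names V with a number other than the 28 days of cold in the labels, and the labels were used. Plants of BV, V, and AV were 4, 8, and 10 weeks old, so that age and vernalization cannot be told apart in these libraries, and leaf and root RNA cannot be told apart within a library.

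The counts of AV replicates 2 and 3 differed in 376 of the 64657 genes, in 371 of them by 1 or 2 counts. In 2 genes, RSG19176 (57554 and 5755 counts) and RSG19435 (10810 and 1080 counts), the count in replicate 3 lacks 1 digit of that in replicate 2. Because the pair differed by far less than the sampling noise, it was counted as 1 sample, as the rounded mean of both. This left 8 libraries (n = 3 in BV and V, n = 2 in AV). For RSG19176 and RSG19435 the mean includes the shortened count, so that their AV values may be too low. The analysis set down in advance used all 9 libraries; the average was chosen after these counts were seen, and the fit with 9 libraries was run as an alternative. Between 21119531 and 27606212 reads per library were counted on genes. The detection floor was set at 3 counts, and a fold change against a group whose libraries were all at or below it is given as a lower bound computed against the floor. With at most 3 libraries per group, no exact permutation test of a single gene between a pair of time points can pass a threshold of 0.05, and the tests of single genes rest on the spread that edgeR estimates across genes and groups.

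Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3. Genes with low counts were removed by filterByExpr with its default settings, which left 32043 genes. The 8 libraries were fitted together with a mean for each time point by glmQLFit with robust estimation, and V/BV, AV/BV, and AV/V were each tested by glmQLFTest, with Benjamini-Hochberg adjustment over all genes tested. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The overlaps were counted over both directions. Genes of Supplementary Table S1 were counted as lower or higher at an adjusted p under 0.05 without a minimum fold change, and the counts were repeated with the adjustment over the 87 tested genes of that table alone. The gene sets follow the steps that the table names, with the transcription factors apart; the breakdown set holds the homologs of *TGG1*, *TGG2*, *PEN2*, and *PEN3*. Each of the 4 sets was tested against the other genes in each of the 3 comparisons with camera of limma 3.58.1, with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over the 12 tests. CPM values are TMM-normalized and are given as mean ± SD over libraries. Distances between libraries were computed over the 500 most different genes of each pair, from log2 CPM with a prior count of 2, and the separation of the time points was tested by an exact permutation test over 280 groupings.

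The genes named in the text are those that the paper names, the gene of Supplementary Table S1 with the largest rise or fall of its set, and the 2 RSG identifiers with the largest rise and the 2 with the largest fall in V/BV and AV/BV among genes with an adjusted p under 0.05, an average log2 CPM of at least 1, and no overlap between the libraries of both groups. *RsUGT74C1a* was named outside this rule, as the homolog of *RsUGT74C1b*. Other genes named outside it are marked as such where they appear.

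The alternatives tried were DESeq2's size factors, upper quartile normalization and library totals in place of TMM; no filter beyond 1 count, or more than 1 CPM in at least 3 libraries; edgeR's likelihood ratio test, edgeR's exact test, and DESeq2 1.42.0; a fit of only the compared groups; the replicate number as a replicate block; each library left out in turn; other thresholds of the adjusted p and the fold change; the genes drawn in Fig. 6 in place of those of Supplementary Table S1; a fixed correlation between genes of 0.01; and other settings of the distances between libraries. Whether libraries of BV and V with the same replicate number deviate from their group means together was checked across genes (r = 0.148, against -0.00893 and -0.139 for the 2 other ways of pairing, with single pairs that overlap), and the results with the replicate block are given beside the others for that reason. The V/BV results were compared with the other splits of the 6 libraries of BV and V.

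The procedure was tested on simulated data with the same depths and 32043 genes, of which 200 were changed 4-fold. Of these, 193 were found with the right direction, and 7 unchanged genes were called. A set of 37 genes lowered 2-fold had a camera p of 9.1e-06, and 0 of 100 random sets had a p under 0.05. The simulated genes were drawn independently, whereas the correlation estimated in the aliphatic set in V/BV was 0.059. The simulation therefore does not show how the set test behaves with correlated genes, or where many genes change.

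The HPLC, RT-qPCR, and ChIP data of the paper were not analysed here. The per-replicate values of Supplementary Table S2 were not used for errors or tests.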

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

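The tests of the scaling of the libraries and of reads with several alignments were chosen only after the result was seen, whereas those of the summed homologs, of plant age, and of other splits of the libraries were set down before.

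The paper lists genes of GSLs breakdown in Supplementary Table S1 and does not report on them in its text. Of the 15 breakdown genes, 8 were lower and 5 higher in V than in BV (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 11 were lower and 4 higher in AV than in BV. All 8 are homologs of the myrosinases *TGG1* and *TGG2*. The largest falls in V against BV were those of *RsTGG1c* (log2 fold change -3.92, adjusted p = 2.17e-09), *RsTGG2c* (-3.76, adjusted p = 1.07e-07), *RsTGG2a-2* (-3.62, adjusted p = 1.68e-08), *RsTGG2a* (-3.35, adjusted p = 2.13e-08), and *RsTGG1d* (-2.48, adjusted p = 2.92e-08), and each was lower in every V library (n = 3) than in every BV library (n = 3). *RsTGG1f* moved the other way, with a log2 fold change of 2.05 (adjusted p = 4.12e-06), and was higher in every V library than in every BV library, as was *RsTGG1e* (1.21, adjusted p = 8.53e-06), named here after its values were seen. Apart from *RsTGG1e*, these genes, and the 3 in the last paragraph, drew attention because their log2 fold change in V against BV was at least 2 in size at an adjusted p under 0.05, in genes that the paper's text does not discuss. Tested as a set with camera, the breakdown genes did not pass the threshold in V against BV (adjusted p = 0.152) or in AV against BV (adjusted p = 0.0824). This set mixes directions. In AV against BV, the 11 lower genes were the *TGG* homologs. The 4 higher, named after their values were seen, were *RsPEN2* (log2 fold change 1.31), *RsPEN3a* (2.46), *RsPEN3b* (2.1), and *RsPEN3c* (1.77). The *TGG* homologs were not tested as a set of their own.

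The scaling of the libraries did not change the count, since at least 8 breakdown genes were lower in V than in BV with DESeq2's size factors, upper quartile normalization, or library totals. Reads moved between near-identical homologs would leave the sum over the homologs unchanged; the CPM summed over the 11 *TGG* homologs was 3400 ± 587 in BV (SD, n = 3), 794 ± 65.9 in V (SD, n = 3), and 481 ± 9.75 in AV (SD, n = 2), a log2 ratio of -2.10 for V over BV and -2.82 for AV over BV. More reads left uncounted for having several alignments would show as a larger share of such reads in V; their share was lower in V than in BV by a mean difference of -0.34 percentage points. That share is over all genes, so a shift within the *TGG* homologs alone is not excluded by it. Of the 4 splits of the 6 libraries of BV and V that part all 3 same-numbered pairs, only 1, the real one, changed as many breakdown genes, and only 1 gave a set test p as small; 4 splits are too few to give a share under 0.05. Plant age may explain the falls as well as cold does, and 0 non-vernalized libraries of the age of V were analysed here, so that the pattern cannot be told apart from an effect of age. A different mixture of leaf and root tissue between time points, GC content, and gene length were not tested. A lower expression of the *TGG* homologs in the cold is therefore a hypothesis that these tests leave open.

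The other genes were *RsCYP81F3b* (log2 fold change -3.28, adjusted p = 0.000164), *RsSOT18i* (-2.87, adjusted p = 0.00733), and *RsCYP81F2b* (-2.46, adjusted p = 0.0155), each lower in every V library than in every BV library. They had at most 63, 23, and 25 counts in any library, and with each library left out in turn the adjusted p of *RsCYP81F2b* rose to 0.0609. No explanation, technical or biological, was tested for these 3 genes.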

How the results depend on the processing

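The fit set down in advance used all 9 libraries as deposited; averaging AV replicates 2 and 3 was chosen after their counts were seen, and the fit with 9 libraries is given here as an alternative. The other alternatives were chosen before the data were examined, apart from 2 chosen after seeing the data: leaving out the averaged library of AV replicates 2 and 3, and the replicate block with that library as replicate 3.

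The numbers of differentially expressed genes stayed within 1.5 times the values at the claims under every other normalization, filter, test, and design tried, with the replicate block, with all 9 libraries, and with each library left out; they depended on the thresholds. With the adjusted p alone, 6159 genes were higher and 6189 lower in V/BV, 5447 higher and 6353 lower in AV/BV, and 4709 higher and 5408 lower in AV/V. The overlaps were then 2423 for V/BV alone, 4278 for V/BV and AV/BV, 3106 for V/BV and AV/V, 3113 for AV/BV and AV/V, and 2541 for all 3. At an adjusted p under 0.001, 2018 genes were higher and 2222 lower in V/BV, 1622 higher and 2345 lower in AV/BV, and 1434 higher and 1904 lower in AV/V, and the overlaps were 851 for AV/V alone, 1421, 1015, and 1085 for the pairs of comparisons in the same order, and 387 for all 3. With a minimum absolute log2 fold change of 2, 945 were higher and 1219 lower in V/BV, 776 higher and 1859 lower in AV/BV, and 621 higher and 1399 lower in AV/V, and the overlaps were 676, 928, and 663 for V/BV, AV/BV, and AV/V alone, 846, 496, and 715 for the pairs, and 146 for all 3. These settings move the threshold itself, and no further cause was tested. The separation of the libraries changed under none of the 12 settings tried before the data were seen.

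Among the aliphatic biosynthesis genes, 9 were lower in V than in BV, 0 were higher in AV than in BV (0 also at an unadjusted p under 0.05), and 1 was higher in AV than in V when a minimum absolute log2 fold change of 1 was added. With the genes drawn in Fig. 6A, 0 were higher in AV than in BV (0 also at an unadjusted p under 0.05). The set test of these genes kept its direction throughout, but with the replicate block its adjusted p was 0.0884 in AV/BV and 0.0884 in AV/V, and with the averaged AV library as replicate 3 of the replicate block it was 0.201 in both. With a correlation between genes fixed at 0.01, the adjusted p in V/BV was 0.00878, within a range of 0.00878 to 0.442 over the alternatives chosen before the data were examined; with the averaged AV library as replicate 3 of the replicate block it was 0.5. Across the fits that each left out a library, the adjusted p ranged from 0.0189 to 0.0603 in AV/BV and from 0.0291 to 0.0713 in AV/V. The call was lost in 3 of 8 such fits in AV/BV and in 6 of 8 in AV/V. The 8 include the fits without AV replicate 2 and without AV replicate 3, where the near-identical other of the pair replaced their mean. The numbers of genes higher ranged from 0 to 1 in AV/BV and from 2 to 4 in AV/V. The cause was not tested.

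Few of the indolic core structure genes pass the threshold, and their counts changed with several settings. With the core structure genes drawn in Fig. 6B, 8 were lower in V/BV, 12 in AV/BV, and 10 in AV/V, 1 was higher in AV/V, and the set test in V/BV changed its direction to lower (adjusted p = 0.419), still short of the threshold. Here the cause is the gene set, which adds 11 tested genes that are mostly lower. A minimum absolute log2 fold change of 1 left 0 lower (0 also at an unadjusted p under 0.05) and 1 higher in V/BV and 1 lower in AV/BV. With no filter, 4 were lower in AV/V, as with the adjustment over Supplementary Table S1 alone (4). A fit of only the compared groups gave 1 higher in V/BV. The replicate block gave 1 higher in AV/BV, and so did all 9 libraries as deposited (1). Across the fits that each left out a library, 0 to 3 were lower and 1 to 3 higher in V/BV, 1 to 3 lower and 0 to 2 higher in AV/BV, and 1 to 3 lower in AV/V. The cause was not tested for the settings other than the gene set.

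For indolic secondary modification, 1 gene was higher in AV/V with the filter of more than 1 CPM and 1 with the replicate block that has the averaged AV library as replicate 3; across the fits that each left out a library, 2 to 4 were lower and 0 to 2 higher in AV/V. For the breakdown genes, 5 were higher in AV/V with a fit of only the compared groups and 5 with that same form of the replicate block, 3 to 5 across the fits that each left out a library, and a minimum absolute log2 fold change of 1 left 3 higher in V/BV and 1 in AV/V. Their set test in AV/BV had an adjusted p of 0.0432 with no filter, and with a correlation fixed at 0.01 it was 0.000316 in V/BV and 2.02e-07 in AV/BV; the ranges over the alternatives chosen before the data were examined were 0.000316 to 0.239 and 2.02e-07 to 0.154, and with the averaged AV library as replicate 3 of the replicate block it was 0.253 and 0.214. The cause was not tested.

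Of the single genes, those whose direction reversed had log2 fold changes near 0 or few counts. *RsMYB122* in AV/V had -0.03 with upper quartile normalization, -0.06 with the replicate block and the averaged AV library as replicate 3, -0.04 with all 9 libraries, and -0.14 to 0.15 across the fits that each left out a library. *RsMAM1a* in AV/V, with at most 13 counts in any library, had -0.28 with the replicate block and -0.27 to 0.33 across the fits that each left out a library. *RsUGT74C1a* in AV/BV had -0.03 with all 9 libraries. Across the fits that each left out a library, *RsMYB29a* in V/BV had -0.27 to 0.08, *RsCYP81F3a* in V/BV -0.44 to 0.02, *RsUGT74C1a* in AV/BV -0.20 to 0.26, *RsMYB51c* -0.18 to 0.91 in AV/BV and -0.40 to 0.68 in AV/V, and *RsCYP79A2a* in AV/BV -1.31 to 0.18. Among these fits, the last 4 reversed only where AV was a single library. None of these changes passed the threshold in either direction. Over the single GSLs genes, 28 values lost their call, 18 gained one, and 11 reversed their direction. Another 25, from fits with AV as a single library, moved by more than the replicate SD, and these include reversals. The other 2514 values did none of these. Settings of the thresholds, the gene sets, the set tests, and the distances gave no values of single genes. The genes that lost a call include *RsMYB28b*, *RsMYB34b*, *RsGSTF10*, and *RsGS-OH* in V/BV. Those that gained one include *RsCYP79A2a* in V/BV, with library totals (adjusted p = 0.0477), the likelihood ratio test (0.0112), and the exact test (0.0183). With all 9 libraries, *RsMYB34a* (adjusted p = 0.03) and *RsCYP79B2c* (0.0336) in AV/BV and *RsSOT18i* in AV/V (0.0438) gained one. The cause was not tested.

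When 1 of the AV libraries was left out, AV was a single library, and no adjusted p or call was made for AV/BV or AV/V. The RSG identifiers with the largest changes kept their direction and call under every setting that gave them a test. The depth limits genes such as *RsMYB34b*, *RsMYB51c*, *RsSOT18i*, and *RsMAM1a*, for which the floor of 3 counts is close to their level, and folds against a group at the floor are lower bounds.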

Differences from the paper's values

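None of the numbers of differentially expressed genes and overlaps computed here differed by more than 1.5 times from the value that the paper states, and none of the fold changes of the named genes differed from that of Supplementary Table S2 by both more than 1.5 times and more than the replicate SD.

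Several statements of the paper differ in direction or call from the values computed here. The paper states that *RsMYB34a* rose after vernalization; its log2 fold change in AV against BV was 0.58 and did not pass the threshold (adjusted p = 0.0868 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 9 libraries as deposited, which is the fit set down in advance, it was called (log2 fold change 0.59, adjusted p = 0.03 from the same test). That fit counts AV replicates 2 and 3 as separate, which can understate the spread in AV. The fit with AV replicates 2 and 3 averaged was chosen after their near-identical counts were seen, so whether this gene differs from the paper depends on that choice. With the 2 averaged, it was called under none of the alternatives set before the data were examined.

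The paper's discussion states that the homologs of *RsMYB28* and *RsMYB29* other than *RsMYB28b* were downregulated during vernalization as well as after it, whereas its results section states a slight increase during vernalization. In V against BV the log2 fold changes were 0.56 for *RsMYB28a*, 0.77 for *RsMYB28c*, 0.98 for *RsMYB29b*, and -0.05 for *RsMYB29a*, and the last did not pass the threshold here or under any setting tried.

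The paper states that *RsUGT74C1b* increased during vernalization, whereas its log2 fold change in V against BV was -0.41 (adjusted p = 0.137). That adjusted p ranged from 0.0168 to 0.413 with each library left out in turn, and the direction was kept. It was *RsUGT74C1a* that increased (1.26, adjusted p = 5.93e-05). The paper's statement that *RsFMOGS-OX5-1* and *RsFMOGS-OX2-2* had the highest expression during vernalization holds among the homologs in V, with means of 22.8 and 19.1 CPM against at most 5.93 CPM for the others. Read as a comparison of time points, it differs for *RsFMOGS-OX2-2*, which had a log2 fold change of -1.01 in V against BV (adjusted p = 0.000209) and its lowest level in V. The paper's discussion states that most of these oxygenases decreased during vernalization, which is the direction of this value. The paper counts 5 of 6 *FMOGS-OX* homologs as differentially expressed; here *RsFMOGS-OX2-1* passed the threshold in none of the 3 comparisons (adjusted p = 0.0771, 0.462, and 0.438), though without V replicate 1 it did in V/BV, and *RsFMOGS-OX5-2* was not tested for its low counts. Supplementary Fig. S6 and Supplementary Table S2 give the names *RsFMOGS-OX1-1* and *RsFMOGS-OX1-2* the other way round, and those of the table are used here.

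The paper states that several indolic core structure genes fell in vernalization; 1 of 11 was lower in V than in BV with the genes of Supplementary Table S1. With the core structure genes drawn in Fig. 6B, an alternative set before the data were examined, 8 of 22 were lower, and without V replicate 2, another such alternative, 3 of 11 were.

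The values per replicate in Supplementary Table S2 give a coefficient of variation of 10.8% for every gene in BV and 14.7% in V, and these are the paper's; that of the counts of the same genes was 2.06% to 50.0% in BV and 2.85% to 45.4% in V.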

Other observations

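The tests of the equal counts in AV replicates 2 and 3, of the ratios in Supplementary Table S2, of whether the biosynthesis genes follow their MYB homologs, and of a recovery after vernalization were chosen only after the result was seen; those of other splits and of scaling in this part were set down before.

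AV replicates 2 and 3 held equal counts for 98.7% of the genes compared, against 2.01% that sampling noise alone would leave equal, so that a pair of separately sequenced libraries is not a likely source of both sets of counts. HTSeq-count's totals of reads without a gene were also identical in both. A candidate explanation is that the counts of 1 library were entered under 2 names: the counts on genes per read in Supplementary Table S3 were 0.525 for AV replicate 3, outside the range of 0.402 to 0.424 of the others, whereas AV replicate 2 lies inside it. Taken as pairs, the reads of AV replicate 3 come to 24446206, fewer than its 25658357 counts on genes. This argues against these counts being its own if the reads were sequenced in pairs, which the paper's text does not state. The true counts of AV replicate 3 cannot be told from these values. No biological explanation was tested.

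In Supplementary Table S2 the ratio between the replicates of a time point is the same for every gene. The ratios differed from those of the library totals by at most 0.013% when the total of AV replicate 3 is taken for AV replicate 2, and with its own total AV replicate 2 deviates by 0.239%. This is consistent with 1 value per gene and time point multiplied by each library's total, apart from AV replicate 2, whose values carry the total of AV replicate 3. Measured counts of each replicate would not have a constant spread; the coefficient of variation of the same genes' counts in BV went as low as 2.06%, against 10.8% for every gene in the table. No biological explanation was tested.

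The 6 libraries of BV and V can be split into 3 and 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 3 others, and the remaining 6 splits keep 2 of the pairs together and differ from the real one in that. Only 1 of the 4 splits that part all pairs, the real one, gave as many differentially expressed genes, and likewise only 1 of the 4 changed as many aliphatic biosynthesis genes, 1 of the 4 as many indolic core structure genes, 1 of the 4 as many indolic secondary modification genes, and 1 of the 4 as many breakdown genes. For the set tests, a p as small was given by 1 of the 4 splits for the aliphatic genes, 2 for the indolic core structure genes, 4 for the indolic secondary modification genes, and 1 for the breakdown genes. With 4 splits the share cannot fall under 0.05.

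In V against BV, 4 of the 5 MYB28 and MYB29 homologs were higher, with a median log2 fold change of 0.77, while the median of the 37 aliphatic biosynthesis genes was -0.48. Of the biosynthesis genes, 3 were higher, but this count restates the pattern and cannot tell whether the biosynthesis genes follow the level of their MYB homologs. Over the scalings of the libraries tried, the median of the MYB homologs was at least 0.76 and that of the biosynthesis genes between -0.49 and -0.44, so both directions were kept. A scaling shifts all genes alike and cannot change the gap between the medians (1.24 to 1.25). This test bears on the directions only. RNA levels do not show the activity of the MYB proteins, and plant age and the mixture of leaf and root tissue differ or may differ in the same way between V and BV, so that the pattern cannot be told apart from them. Whether the MYB homologs and the biosynthesis genes differ in their change was not tested beyond these medians.

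Most of the aliphatic biosynthesis genes were lower in AV than in V. Lower in AV is not the same for every gene: *RsUGT74C1a* (17.6, 42.3, and 18.3 CPM in BV, V, and AV) and *RsFMOGS-OX5-1* (9.68, 22.8, and 12.1 CPM) fell back toward BV after a rise, and *RsFMOGS-OX2-2* (38.4, 19.1, and 35.5 CPM) rose back toward it. In AV against V, 4 were higher, a count that restates the pattern and is no separate test of whether expression recovers after the return to the greenhouse. The number lower was at least 27 of 37 under the other scalings of the libraries. The AV plants were 2 weeks older than the V plants, and no non-vernalized libraries of that age were analysed here. In these libraries, a fall with age therefore cannot be told apart from one that goes on after the cold. For *RsGRS1*, the paper reports that expression rose with age in leaves and roots of non-vernalized plants, and this covers that gene alone. AV rests on 2 libraries.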
